# A20 upregulation during treated HIV disease is associated with intestinal epithelial cell recovery and function

**DOI:** 10.1371/journal.ppat.1006806

**Published:** 2018-03-05

**Authors:** Avantika S. Chitre, Michael G. Kattah, Yenny Y. Rosli, Montha Pao, Monika Deswal, Steven G. Deeks, Peter W. Hunt, Mohamed Abdel-Mohsen, Luis J. Montaner, Charles C. Kim, Averil Ma, Ma Somsouk, Joseph M. McCune

## Abstract

Untreated Human Immunodeficiency Virus (HIV) infection is characterized by intestinal epithelial barrier dysfunction and chronic inflammation, related features that are attenuated to variable degrees by suppressive antiretroviral therapy (ART). Specific mediators of intestinal epithelial cell (IEC) dysfunction and restoration during HIV disease and treatment have yet to be identified. We studied IECs isolated from intestinal biopsies by RNAseq and found that mRNA levels for the ubiquitin-modifying enzyme, A20, are upregulated in ART-treated individuals and are positively correlated with markers of epithelial function (e.g., *CTNNB*, *CLDN4*, and *TJP1*). In a murine intestinal organoid model, A20 expression was suppressed by interferon-alpha (IFNα), which is highly expressed during HIV viremia and induces IFN-mediated signaling. Notably, A20 deletion rendered intestinal organoids more susceptible to cell death and inhibition of barrier-related genes mediated by interferon-gamma (IFNγ), a cytokine also present at elevated levels during untreated infection. Furthermore, A20 specifically restricted expression of IL-17A-induced inflammatory genes in organoids. Finally, ART-suppressed chronically infected individuals treated with pegylated IFNα2a for five weeks demonstrated reduced expression of A20 in peripheral blood mononuclear cells. Our results are thus consistent with a model in which enhanced type I interferons suppress A20 levels, leading to IFNγ-mediated dysfunction. As such, variation in A20 expression during the course of HIV infection could underlie both the development of epithelial dysfunction before the initiation of ART and the recovery of intestinal epithelial integrity thereafter.

**Trial registration:**

ClinicalTrials.gov Clinical Trial NCT00594880

## Author summary

Though the advent of antiretroviral therapy (ART) has significantly improved the lives of individuals infected with the Human Immunodeficiency Virus (HIV), those on therapy still suffer from an enhanced risk of morbidities and mortalities that is caused, at least in part by, overactivation of the immune system. Disruption in the intestinal epithelial barrier, which when intact cordons off the immune system from components in the gut that can drive an inflammatory response, is thought to contribute significantly to this process. How HIV causes this disruption has not been identified. In this study, we analyzed the expression profile of intestinal epithelial cells from HIV-infected individuals, on and off therapy, compared to uninfected controls and observed an increase in expression of an anti-inflammatory regulator, A20, in treated participants but not in those without treatment. In a culture system that parallels features of the intact gut barrier, we saw that a cytokine induced by HIV suppressed the expression of A20. In addition, treatment of ART-suppressed HIV-infected individuals with this same cytokine led to reductions in A20 expression. Furthermore, experimental deletion of A20 in our culture system and treatment with HIV-associated cytokines led to changes consistent with a defective intestinal barrier. As such, we suggest A20 is central to epithelial dynamics during HIV disease and could protect the epithelium from damage associated with HIV-induced cytokine changes.

## Introduction

Infection with Human Immunodeficiency Virus (HIV) results in widespread inflammation in infected individuals with key changes in the immune system that have important clinical implications. Untreated HIV disease is characterized by high levels of systemic and tissue-localized proinflammatory cytokines such as an increase in type I interferon activity and interferon-gamma (IFNγ), each of which is thought to contribute to tissue damage [1,2]. Importantly, these hallmarks of infection result in immune dysfunction that can often persist despite the initiation of antiretroviral therapy (ART). Immune dysfunction, as measured by type I IFN activity for example, is predictive of non-AIDS related morbidity and mortality in ART-treated individuals [3–6] and residual immune activation may account for the overall shorter life expectancy of HIV-infected subjects, particularly in those with incomplete immunologic restoration after ART initiation [7–12].

HIV infection also causes significant disruption of the mucosal immune system, a site of progressive CD4+ T cell loss and a tissue that harbors a substantial reservoir of latent HIV [13,14]. In particular, progressive SIV/HIV disease is associated with the preferential depletion of CD4+ T helper type 17 (Th17) cells producing the cytokine interleukin 17 (IL-17), a key epithelial support cytokine whose depletion during viremia is proposed to be the mechanistic basis for epithelial barrier dysfunction and pathogenesis [15–19].

Intestinal epithelial cells (IECs) play both physical and physiological roles in maintaining gut homeostasis [20] by acting as a spatial separation between luminal contents and underlying immune cells and by expressing and secreting various molecules that promote barrier integrity. HIV-infected individuals exhibit a defect in the epithelial barrier, as characterized by increased epithelial permeability, decreased expression of tight junction proteins [21–23], and elevated cell death [24] during viremia. ART can reverse these changes, albeit to variable degrees [21,24,25], and it is thought that residual immune alterations during ART may be due to continued permeability of the epithelial barrier, driving a chronic inflammatory response against luminal microbial contents [26]. While epithelial dynamics have been studied at the intestinal level, specific investigation of the epithelial compartment in HIV-infected patient cohorts has not been conducted in a systematic manner. Furthermore, specific mediators of IEC dysfunction and restoration during HIV disease and treatment have yet to be identified.

Given the lack of evidence for direct infection of IECs with HIV *in vivo* [27,28], we hypothesized that the changes in epithelial dynamics during infection are effected indirectly by HIV via virus-induced changes in cytokine secretion, resulting in barrier dysfunction and disease progression. Reciprocally, we speculated that these pathways may also determine the extent of disease resolution after the initiation of ART. To address these hypotheses, we analyzed intestinal epithelial cell isolates and lymphocytes from primary human intestinal tissue obtained from HIV-infected individuals at varying stages of disease and treatment. Here, we show that the induction of the ubiquitin-modifying enzyme, A20, is associated with markers of epithelial function after the initiation of ART. We also demonstrate that deletion of A20 in a mouse intestinal organoid model is associated with hallmarks of epithelial dysfunction, particularly in the presence of IFNγ. On the basis of these findings, we speculate that changes in the expression of A20 may play a pivotal role in the dynamics of the intestinal barrier during untreated and treated HIV disease.

## Results

### Characteristics of the study participants

We studied 34 participants from the SCOPE cohort at Zuckerberg San Francisco General Hospital, which included risk-matched uninfected controls (n = 9), untreated HIV viremic participants (n = 6), and those effectively suppressed on ART (n = 19) (**Table 1**). Intestinal biopsies were obtained by flexible sigmoidoscopy and analyzed. Alterations in immunological measurements were consistent with prior observations [11,15,23]. Compared to HIV-uninfected participants, viremic individuals had a significantly lower proportion of gut CD4+ T cells and a commensurately increased proportion of CD8+ T cells (**S1A Fig**). The frequencies of these cell subpopulations were partially but incompletely restored towards normal in the ART-treated subgroup. The frequencies of gut-associated IL-17A- and IL-22-producing CD4+ T cells were significantly lower in untreated subjects and largely restored to normal levels amongst ART-suppressed participants (**S1B–S1D Fig**). Importantly, the production of IL-17A by all lymphocytes (gated as all CD45+ cells) paralleled that found with CD4+ T cells, indicating broad IL-17A depletion in the gut during viremic HIV (**S1E Fig**). Despite full restoration of the percent of T cells expressing IL-17A and IL-22, signs of peripheral immune activation (as reflected by CD8+ T cells co-expressing CD38 and HLA-DR) remained elevated in ART-treated patients relative to uninfected controls, suggesting persistent activation of the immune system despite viral suppression (**S1F Fig**).

**Table 1:** Clinical characteristics of the cohort.

Subgroup	Uninfected (n = 9)	Viremic Untreated (n = 6)	HIV+ ART+ (n = 19)
**Age**	50 (11)	48 (3)	55 (9)
**Gender**	100% male	100% male	95% male
**CD4 T Cell Count (cells/ml)**	656 (282)	486 (103)	573 (384)
**Nadir CD4 Count (cells/ml)**	NA	410 (94)	150 (236)
**Plasma Viral Load (copies/ml)**	NA	24,869 (23,465)	NA

Measurements of indicated characteristics by clinical subgroup. For all parameters, the median is given, with the interquartile range following in parentheses.

### A20 (*TNFAIP3*) is upregulated in IECs from ART-treated individuals

To determine which IEC-specific pathways are involved in the observed defects in epithelial function during HIV disease, we utilized a transcriptomics approach to discern gene expression patterns that might be correlated with HIV infection and/or treatment. Whole RNA was obtained from EDTA-isolated IECs from all subgroups and interrogated using RNA sequencing (RNAseq). 

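IECs of the rectosigmoid mucosa were compared in 9 uninfected, 6 viremic untreated and 19 ART-treated participants. Epithelial cell markers, such as the adhesion molecule EPCAM and the keratin KRT20, summed to a mean of 4399 TPM (SD 1282) over the 34 libraries. B and plasma cell markers, such as the immunoglobulin light chain IGKC, summed to a mean of 581 TPM (SD 1278). By group this was 1427 TPM (SD 2785) in viremic, 393 TPM (SD 542) in ART-treated and 414 TPM (SD 758) in uninfected participants. T cell markers such as CD3E, a chain of the T cell receptor complex, summed to 70.4 TPM, and macrophage and monocyte markers such as the lysosomal protein CD68 to 50.2 TPM. Mitochondrial RNA lowers these sums, and with TPM over nuclear genes T cell markers summed to 249 TPM. RNA encoded in the mitochondrial genome took a median of 64.2% of the counts in libraries of ART-treated participants, with a range of 44.0% to 78.2%. Its median was 67.9% in uninfected and 63.4% in viremic participants.

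The authors deposited RSEM expected counts and TPM per gene. Libraries held 3789950 to 14614615 expected counts, with a median of 9447737. Rounded expected counts were normalized by TMM and tested in edgeR (quasi-likelihood test, two-sided) in 1 fit of the 3 groups. P-values were adjusted by Benjamini-Hochberg over 17256 genes. Values given per gene are TPM over all genes as deposited, as mean and SD over participants. The paper's methods name GRCh37 and the submitters' notes name GRCh38. Chromosome positions given beside genes are those of the annotation used for gene names, GENCODE v44lift37 on GRCh37. In counts simulated for the comparison of ART-treated with viremic participants, the test called 27.6% of genes changed 2-fold and 75.8% of genes changed 4-fold. In the same simulated counts 48 of 150 calls were false, and 9.22% of unchanged genes had an unadjusted p under 0.05.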

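Genes of the integrated stress response, which slows protein synthesis when proteins misfold or amino acids run short, lay higher in IECs of ART-treated than of viremic participants. They include the transcription factor ATF4, the chaperone HSPA5 and HERPUD1, which helps to clear misfolded proteins. This call is from camera, while fry, another list test, called 0 of the 32 lists. Nuclear genes of oxidative phosphorylation such as COX6A1, a subunit of cytochrome c oxidase, and heat shock genes such as the chaperone HSPA8 also lay higher by camera with a preset correlation (adjusted p = 0.61 for both lists with an estimated correlation), with 0 of 58 and 0 of 12 genes passing in edgeR. Goblet cell markers were higher, among them TFF3, which protects the mucus layer, and AGR2, which folds mucins, and so were enteroendocrine markers such as the calcium sensor SCGN (adjusted p = 0.514 for both lists with an estimated correlation). Type I interferon-stimulated genes such as IFITM1, which hinders viral entry, lay lower, as did IFNγ-induced genes such as the MHC class II chaperone CD74 and IDO1, an enzyme that degrades tryptophan (adjusted p = 0.61 for both lists with an estimated correlation). CD74 had a log2 fold change of 0.05 without viremic replicate 1.

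Camera with a preset inter-gene correlation called 7 of the 32 gene lists tested, 5 of them higher. The integrated stress response list had a positive log2 fold change in 17 of 20 genes, with a median of 0.42 (adjusted p = 0.00233). Its adjusted p = 0.0149 with an estimated correlation, and leaving out each viremic library in turn gave at most 0.0147. Log2 fold changes were 0.43 for ATF4, which Fig 1A labels, 0.46 for HSPA5 and 0.38 for HERPUD1. Oxidative phosphorylation genes were positive in 51 of 58 (median 0.14, adjusted p = 0.000182). Adjusted p = 0.61 with an estimated correlation, and 0.0750 without viremic replicate 6. Type I interferon-stimulated genes were negative in 34 of 46 (median -0.35, adjusted p = 0.000921, adjusted p = 0.61 with an estimated correlation). IFNγ-induced genes were negative in 17 of 25 (median -0.23, adjusted p = 0.00539, adjusted p = 0.61 with an estimated correlation). Their adjusted p was 0.235 without viremic replicate 1 and 0.0819 without viremic replicate 3. Heat shock genes were positive in 12 of 12 (median 0.30, adjusted p = 0.00539, adjusted p = 0.61 with an estimated correlation), with an adjusted p of 0.0964 without viremic replicate 1. Goblet cell markers were positive in 10 of 14 (median 0.29, adjusted p = 0.00539, adjusted p = 0.514 with an estimated correlation), with 0.0750 without viremic replicate 6. Enteroendocrine markers were positive in 8 of 9 (median 0.57, adjusted p = 0.00822, adjusted p = 0.514 with an estimated correlation). Their adjusted p was 0.126 without viremic replicate 1 and 0.0922 without viremic replicate 2. Adjusted over the list alone, 2 goblet cell markers (TFF3, log2 fold change 0.55, and AGR2, 0.63), 1 enteroendocrine marker (SCGN, 2.14) and 1 IFNγ-induced gene (IDO1) passed in edgeR. Over all genes, IDO1 was the 1 that passed. COX6A1 had a log2 fold change of 0.20, HSPA8 of 0.43, IFITM1 of -0.99 and CD74 of -0.96. With the immune marker score as a covariate, adjusted p was 0.0517 for type I interferon-stimulated genes and for heat shock genes, and 0.176 for IFNγ-induced genes. The remaining 25 lists had adjusted p-values of 0.0653 to 0.999.

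Of 17256 genes, 3 were higher and 20 lower in ART-treated than in viremic participants at an adjusted p under 0.05 in edgeR. DESeq2 called 3 genes, all higher, so that none of the 20 lower genes passed there, and limma-trend called 0, with 1346 genes at an unadjusted p under 0.05 in edgeR. EBNA1BP2, which takes part in ribosome assembly, had a mean of 16.1 TPM (SD 6.23) in ART-treated and 7.28 TPM (SD 2.11) in viremic participants (log2 fold change 1.44, SE 0.28, adjusted p = 0.0107). Without viremic replicate 1 its adjusted p was 0.115. GCSAML, a signalling protein of blood cells, was lower (log2 fold change -3.28, SE 0.51, adjusted p = 8.68e-05), and passed without each viremic library in turn. IDO1 was lower (log2 fold change -3.26, SE 0.68, adjusted p = 0.0107), with an adjusted p of 0.790 without viremic replicate 1. GZMH, a protease of cytotoxic lymphocytes, was lower (log2 fold change -3.21, SE 0.71, adjusted p = 0.0246), with 0.565 without viremic replicate 1 and 0.0913 without viremic replicate 3. IGHG1, an immunoglobulin heavy chain, was the most abundant of 6 immunoglobulin genes among the 20 (log2 fold change -4.38, adjusted p = 0.00645), with 0.930 without viremic replicate 1. ANAPC7, a subunit of the complex that drives exit from mitosis, was higher (log2 fold change 1.52, SE 0.33, adjusted p = 0.0365). Its adjusted p was 0.2 without viremic replicate 1, 0.0561 without replicate 2, 0.0913 without replicate 3 and 0.109 without replicate 4. The third higher gene, KLHL2, an adaptor for ubiquitin ligation, had a log2 fold change of 3.20 and was chosen for naming after its values were seen. With the immune marker score as a covariate the test called 5 genes, with 0 of the 6 immunoglobulin genes among them. IDO1 and GZMH were lost there too. The score averages plasma cell and cytotoxic lymphocyte markers, so the loss of immunoglobulin genes and GZMH follows in part from its construction. Without viremic replicate 1 the test called 4 genes, 3 of them shared with the 23. It called 35 without viremic replicate 2 or replicate 5 and 38 without replicate 6. Of the genes that Fig 1A labels, 16 were matched by name, with adjusted p-values of 0.482 to 0.953. All 12 on the side higher in ART-treated participants had a positive log2 fold change, among them SFN, a p53 target that halts the cell cycle (0.84), NDUFS5, a subunit of respiratory complex I (0.40), and the haemoglobin chain HBB (1.10). On the other side 3 of 4 had a negative value, among them ARPC5, which branches actin filaments (-0.19). Since the paper labelled these genes from the same libraries, shared signs are no independent check.

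**Figure D1:**
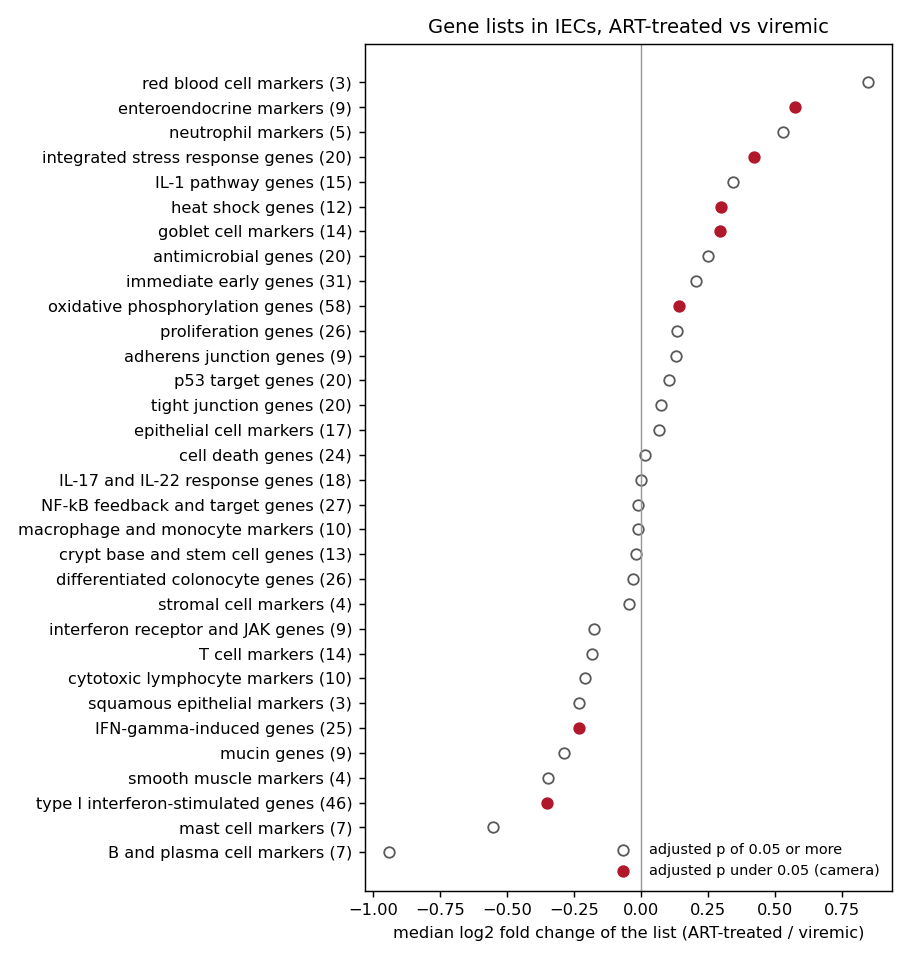
Median log2 fold change (ART-treated against viremic participants, horizontal axis) of each gene list in IECs, with the number of genes tested in brackets. Red points have an adjusted p under 0.05 in camera with a preset correlation, and open points do not. The 5 lists called higher include the integrated stress response at 0.42, and both interferon lists lie below 0; of the 7 calls 1, the integrated stress response, held with an estimated correlation.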

Pairwise comparisons between IECs from viremic and ART-treated subgroups revealed an expression pattern consistent with upregulated A20 activity during ART (**Fig 1A**). 

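A20 trims and builds ubiquitin chains on signalling proteins and so ends NFκB activation; its gene, TNFAIP3, lies on chromosome 6 from 138188351 to 138204451 (GRCh37). IECs of ART-treated participants held a mean of 5.23 TPM of A20 transcript (SD 4.07, n = 19), and IECs of viremic participants 4.50 TPM (SD 2.75, n = 6). The difference between these means is smaller than either SD. The log2 fold change was 0.32 (SE 0.44, adjusted p = 0.924 in edgeR). An exact two-sided permutation test over all 177100 splits of the 25 libraries gave p = 0.920 for log2(TPM + 1) and p = 0.688 for mean TPM. Without each viremic library in turn it lay between 0.14 and 0.65. NFκB feedback and target genes, a list that holds A20 and NFKBIA, went both ways: 13 of 27 had a positive log2 fold change, with a median of -0.01 (camera, adjusted p = 0.97). NFKBIZ, an inducible nuclear regulator of NFκB, had a log2 fold change of -0.27 (SE 0.20).

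**Figure D2:**
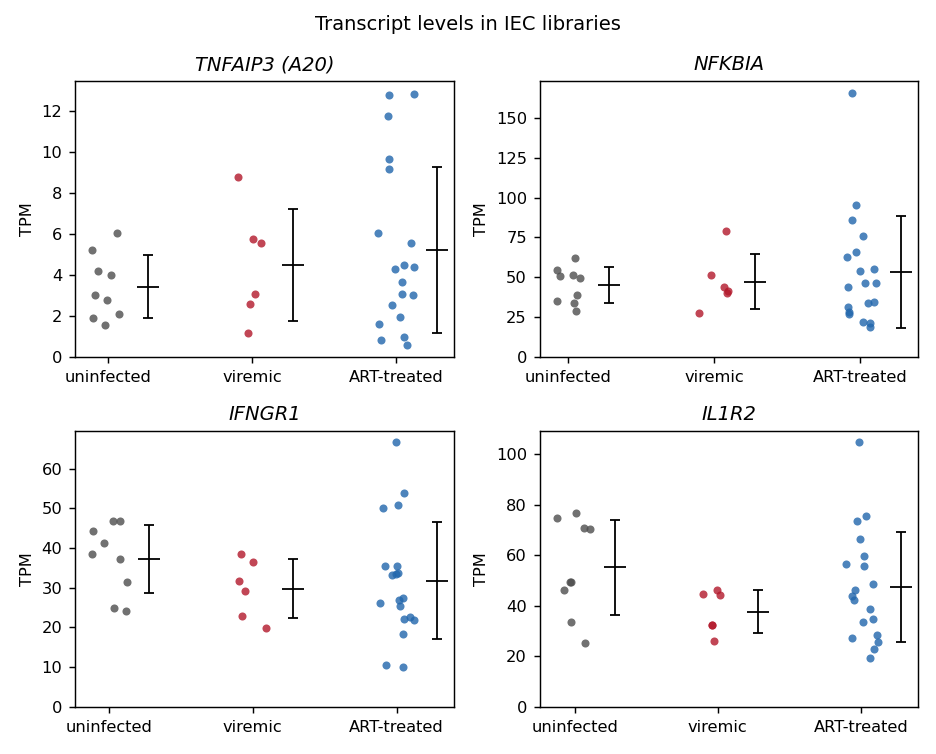
TPM of TNFAIP3 (A20), NFKBIA, IFNGR1 and IL1R2 in each IEC library (points) of uninfected, viremic and ART-treated participants, with mean and SD. A20 overlaps between the groups, and its SD is widest in ART-treated participants (4.07 TPM).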

*TNFAIP3*, the gene encoding A20 (and herein referred to as A20), was upregulated in IECs from ART-treated subjects relative to viremic individuals. This was not due to an increased presence of epithelial cells in isolates from ART-treated individuals as the percent of epithelial cells (defined as CD45-EpCAM+) by flow cytometry was similar across subgroups and there was no correlation between transcript levels of A20 and *EPCAM* (**S2A and S2B Fig**). 

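EPCAM encodes the adhesion molecule by which epithelial cells are recognized and lies on chromosome 2 from 47572297 to 47614740 (GRCh37). Its transcript had a mean of 129 TPM (SD 47.9) in ART-treated, 135 TPM (SD 37.4) in viremic and 121 TPM (SD 37.3) in uninfected participants, differences below the SD within each group. Across the 34 IEC libraries, A20 and EPCAM had a Spearman's rho of 0.278 (permutation p = 0.111; 0.111 adjusted over the 8 relations tested) and a Pearson's r of 0.330 (permutation p = 0.0576; adjusted 0.0768). Without the 2 libraries farthest from the median of A20, rho was 0.260 (permutation p = 0.149) and r was 0.378 (permutation p = 0.0331). Within groups the relation went both ways, and Spearman's coefficient was 0.498 (permutation p = 0.0319) in the 19 ART-treated, 0.567 (permutation p = 0.121) in the 9 uninfected and -0.943 (exact permutation p = 0.0167) in the 6 viremic libraries. With TPM recomputed over nuclear genes, a choice made after seeing the data, rho over all 34 was 0.0906. The 17 epithelial cell markers had a median log2 fold change of 0.07 between ART-treated and viremic participants (camera, adjusted p = 0.248). Flow cytometry values are not analysed here.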

A20 is a known negative regulator of NFκB signaling and plays a key role in restricting inflammatory responses via ubiquitin-editing mechanisms [29–31]. *NFKBIA*, the gene encoding the inhibitor IκBα that directly binds and sequesters NFκB [32], was also upregulated in ART-treated participants relative to viremic individuals and was highly correlated to A20 (p = 0.00001) (**Fig 1B**). 

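NFKBIA encodes the inhibitor that NFκB itself induces, and A20 is another target of NFκB. NFKBIA lies on chromosome 14 from 35870285 to 35873955 (GRCh37). Its transcript had a mean of 53.5 TPM (SD 34.9) in IECs of ART-treated, 47.3 TPM (SD 17.4) in viremic and 45.1 TPM (SD 11.2) in uninfected participants. Between ART-treated and viremic participants the log2 fold change was 0.35 (SE 0.24, adjusted p = 0.766 in edgeR), and the exact two-sided permutation test of log2(TPM + 1) gave p = 0.953.

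In the 19 ART-treated libraries, A20 and NFKBIA had a Spearman's rho of 0.828 (permutation p = 6e-05; 0.00048 adjusted over the 8 relations). Pearson's r was 0.704 (permutation p = 0.0006; adjusted 0.0024). Of 14395 expressed genes, 7 (0.0486%) had a rho to A20 at least this high, NFKBIA included. Without the 2 libraries farthest from the median of A20, rho was 0.775 (permutation p = 0.00052) and r was 0.657 (permutation p = 0.0059). With TPM over nuclear genes rho was 0.812, and given the mitochondrial share it was 0.848. A20 and NFKBIA both lay mostly lower in replicates 11 to 19 than in 1 to 10, and a property tied to these numbers was not tested. Spearman's coefficient was 0.767 (permutation p = 0.0215) in the 9 uninfected and 0.257 (exact permutation p = 0.658) in the 6 viremic libraries. From comparisons between IECs of viremic and ART-treated participants, the paper proposes that A20 activity is raised during ART.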

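NFKBIA, the feedback inhibitor of NFκB, was set against CTNNB1, which encodes β-catenin, a partner of cadherins at adherens junctions and the effector of Wnt signalling in crypt cells. CTNNB1 lies on chromosome 3 from 41236232 to 41301587 (GRCh37). Across the 19 ART-treated IEC libraries the genes had a Spearman's rho of 0.696 (permutation p = 0.0011; 0.00293 adjusted over the 8 relations) and a Pearson's r of 0.449 (permutation p = 0.0506; adjusted 0.0768). Without the 2 libraries farthest from the median of NFKBIA, rho was 0.672 (permutation p = 0.00384) and r was 0.601 (permutation p = 0.0108). Of all expressed genes, 396 (2.75%) had a rho to NFKBIA at least as high as CTNNB1. Both genes fell as the mitochondrial share of the library rose, with a rho of -0.675 for NFKBIA and -0.732 for CTNNB1, as did 92.2% of nuclear genes. With TPM recomputed over nuclear genes, a choice made after seeing the data, the rho of NFKBIA with CTNNB1 was 0.451. Given the mitochondrial share it was 0.403, and with TMM-normalized log2 CPM it was 0.405 (permutation p = 0.0865). In the 9 uninfected libraries rho was -0.533 (permutation p = 0.148), and in the 6 viremic libraries it was 0.429 (exact permutation p = 0.419).

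**Figure D3:**
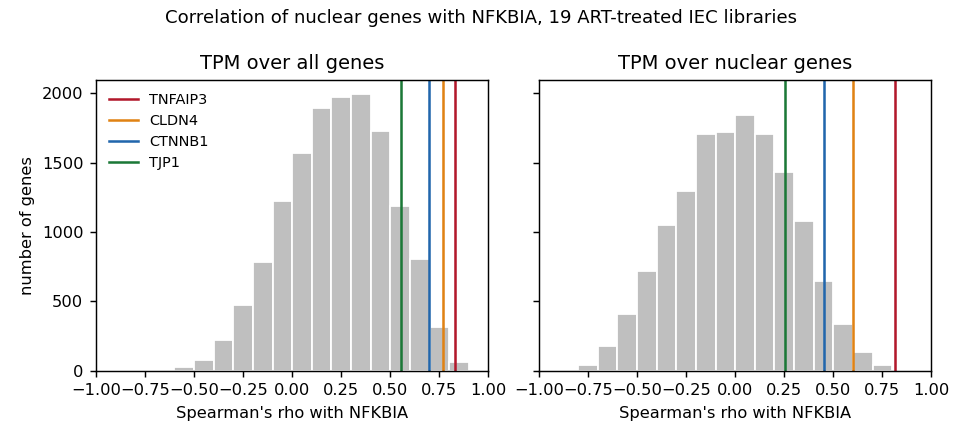
Number of nuclear genes (vertical axis) by their Spearman's rho with NFKBIA over the 19 ART-treated IEC libraries, from TPM over all genes (left) and over nuclear genes (right), with TNFAIP3, CLDN4, CTNNB1 and TJP1 as coloured lines. The median over 14358 genes moves from 0.244 to 0.00175, CTNNB1 moves with it, and TNFAIP3 stays at the right edge.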

Transcript levels of *NFKBIA* were positively associated with those for *CTNNB1*, the gene for proliferation-associated β-catenin (p = 0.0009), suggesting a relationship with epithelial cell survival (**Fig 1C**). Importantly, β-catenin has also been shown to interact with and inhibit NFκB signaling in a manner similar to IκBα [33]. 

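CLDN4 encodes claudin-4, which seals the paracellular space, and lies on chromosome 7 from 73213872 to 73247020 (GRCh37). TJP1 encodes ZO-1, the scaffold that ties claudins to actin, and lies on chromosome 15 from 29991571 to 30261118. Each was set against A20 and against NFKBIA, across the 19 ART-treated IEC libraries. A20 and CLDN4 had a Spearman's rho of 0.686 (permutation p = 0.00168; 0.00336 adjusted over the 8 relations) and a Pearson's r of 0.597 (permutation p = 0.00628; adjusted 0.0144). Without the 2 libraries farthest from the median of A20, rho was 0.591 (permutation p = 0.0141) and r was 0.559 (permutation p = 0.0225). This rho was reached or passed by 0.973% of expressed genes. It was 0.504 with TPM over nuclear genes (permutation p = 0.0297) and 0.631 given the mitochondrial share (permutation p = 0.00508), both chosen after seeing the data. In uninfected libraries it was 0.65 (permutation p = 0.0667), and in viremic libraries 0.0286 (exact permutation p = 1).

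NFKBIA and TJP1 had a rho of 0.553 (permutation p = 0.0158; adjusted 0.0253) and an r of 0.618 (permutation p = 0.0072; adjusted 0.0144). Without the 2 libraries farthest from the median of NFKBIA, rho was 0.574 (permutation p = 0.0175) and r was 0.624 (permutation p = 0.00703). Of expressed genes, 11.9% had a rho to NFKBIA at least as high as TJP1. With TPM over nuclear genes rho was 0.256, and with TMM-normalized log2 CPM it was 0.0509 (permutation p = 0.836). Spearman's coefficient was 0.7 (permutation p = 0.0431) in uninfected and 0.0286 (exact permutation p = 1) in viremic libraries.

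The converse pairs of the same genes, which the paper does not show, were tested in the same family. NFKBIA and CLDN4 had a rho of 0.767 (permutation p = 0.00026; adjusted 0.00104) and an r of 0.857 (permutation p = 5e-05; adjusted 0.0004). Without the 2 farthest libraries rho was 0.684 (permutation p = 0.00336) and r was 0.748 (permutation p = 0.00058), and with TPM over nuclear genes rho was 0.6. It was 0.833 (permutation p = 0.0084) in uninfected and 0.0857 (exact permutation p = 0.919) in viremic libraries. A20 and TJP1 had a rho of 0.389 (permutation p = 0.0999; adjusted 0.111) and an r of 0.387 (permutation p = 0.0984; adjusted 0.102). A20 and CTNNB1 had a rho of 0.411 (permutation p = 0.083; adjusted 0.111) and an r of 0.386 (permutation p = 0.102; adjusted 0.102). Without the 2 libraries farthest from the median of A20, r was 0.405 (permutation p = 0.102) for TJP1 and 0.120 (permutation p = 0.662) for CTNNB1.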

A20 and IκBα (*NFKBIA*) expression also positively correlated with the expression of the tight junction genes *CLDN4* and *TJP1* (p = 0.001 and p = 0.01, respectively) (**Fig 1D and 1E**), consistent with previous work implicating a role for A20 in maintaining gut barrier integrity [34].

**Fig 1:**
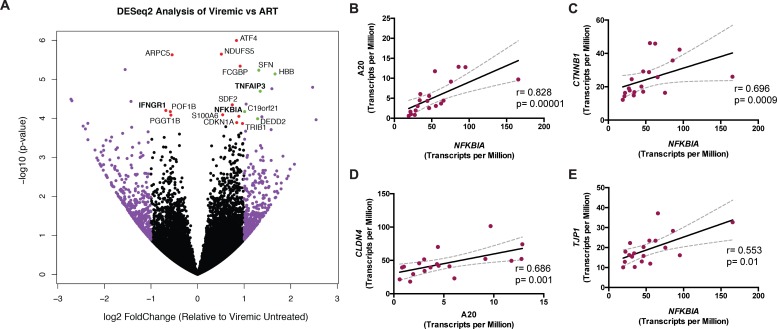
IEC expression pattern from ART-treated participants is consistent with upregulated A20 (*TNFAIP3*) levels. (**A**) Pairwise comparison of IEC gene expression between viremic and ART-treated participants by RNAseq as analyzed by DESeq2 workflow. Each dot represents a sequenced gene. The right side of the plot indicates relative enrichment in ART-treated relative to viremic individuals, whereas the left side indicates the inverse, enrichment in viremics relative to ART-treated participants. Purple signifies greater than two-fold change expression relative to the comparator in either direction. Red indicates a significant p-value (<0.05) after false discovery rate correction. Green indicates fulfillment of both of these criteria. Genes of particular interest are highlighted in bold. (**B**) Spearman correlation of A20 transcript levels and *NFKBIA* expression, as measured by RNAseq, in ART-treated participants (n = 19). Spearman correlation of A20 mRNA or *NFKBIA* gene expression, as indicated on the x-axis, to transcript levels of (**C**) proliferation-associated β-catenin, *CTNNB1*, or the tight junction genes (**D**) *CLDN4* and (**E**) *TJP1*.

A20 transcript levels were also enriched in ART-treated relative to uninfected individuals (**S2C Fig**). 

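A20 transcript in IECs of the 9 uninfected participants had a mean of 3.43 TPM (SD 1.54), below the mean of the ART-treated participants by less than the SD of the latter. The log2 fold change of ART-treated against uninfected participants was 0.51 (SE 0.39, adjusted p = 0.936 in edgeR). A two-sided exact permutation test gave p = 0.445 for log2(TPM + 1) and p = 0.215 for mean TPM. Without each uninfected library in turn the log2 fold change lay between 0.43 and 0.59. Of 17256 genes tested for this comparison, edgeR called 0 at an adjusted p under 0.05, 1133 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0832. DESeq2 and limma-trend called 0 as well. EdgeR called 7 genes without uninfected replicate 6, and 1 gene without uninfected replicate 5, replicate 7 or replicate 8. Adjusted p-values of the 32 gene lists in camera ranged from 0.0838 to 0.98.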

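IL1R2 encodes a decoy receptor that binds IL-1 without signalling, and lies on chromosome 2 from 102608422 to 102645006 (GRCh37). Its transcript had a mean of 47.7 TPM (SD 21.8) in IECs of ART-treated, 55.3 TPM (SD 18.9) in uninfected and 37.7 TPM (SD 8.42) in viremic participants. Between ART-treated and uninfected participants the log2 fold change was -0.23 (SE 0.26, adjusted p = 0.965 in edgeR). The difference in means was below the SD of either group, and an exact two-sided permutation test gave p = 0.306 for log2(TPM + 1) and p = 0.378 for mean TPM. Without each uninfected library in turn the log2 fold change lay between -0.32 and -0.08. Genes of the IL-1 pathway had a median log2 fold change of -0.23 in this comparison (camera, adjusted p = 0.691). Among them are IL18, an inflammasome cytokine (-0.45, SE 0.23), and MYD88, the adaptor of IL-1 and Toll-like receptors (-0.45, SE 0.21).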

Concurrent to A20 upregulation, *IL1R2*, an antagonist of IL-1β signaling [35], was downregulated in ART-treated subjects relative to uninfected individuals. Since IL-1β signaling has been shown to drive A20 expression through NFκB [36], the finding of reduced *IL1R2* is consistent both with previous studies showing elevated IL-1β signaling in SIV-infected monkeys [37] and with the observed upregulation of A20 in ART-treated subjects. RNAseq expression values were validated by targeted qPCR on epithelial isolates (**S2D Fig**). There was no association between A20 levels in treated individuals and ART regimens that did or did not contain the non-nucleoside reverse transcriptase inhibitor, efavirenz, the nucleotide analog reverse transcriptase inhibitor, tenofovir, or the nucleoside reverse transcriptase inhibitor, abacavir (**S2E Fig**), consistent with the hypothesis that the observed changes in A20 expression are due to mechanisms distinct from drug effect alone.

### Viremia-associated type I IFN suppresses A20 levels in intestinal organoids

Despite the fact that A20 expression was upregulated in ART-treated versus viremic individuals (**Fig 1A**), there was no difference in A20 expression between uninfected and viremic subjects (**S2F Fig**). This was the case even though cytokines such as IL-1β and TNF are known to induce A20 [29,36,38] and also known to be elevated in untreated HIV disease [37,39]. 

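A20 transcript differed between viremic and uninfected participants by a log2 fold change of 0.19 (SE 0.50, adjusted p = 0.980 in edgeR). An exact two-sided permutation test gave p = 0.502 for log2(TPM + 1) and p = 0.355 for mean TPM. The direction rested on 1 library, since without viremic replicate 1 the log2 fold change was -0.14, and with the immune marker score as a covariate it was -0.32. Type I interferon-stimulated genes as a list, such as the antiviral membrane proteins IFITM1 (log2 fold change 0.98, SE 0.54) and IFITM3 (0.94, SE 0.44), lay higher in IECs of viremic participants by camera with a preset correlation (adjusted p = 0.762 with an estimated correlation). Its members went both ways, since MX1, which blocks viral nucleocapsids, had -0.12 (SE 0.63) and ISG15, a ubiquitin-like modifier, -0.29 (SE 0.77). These directions were not stable: limma-trend gave 0.84 for MX1 and 0.92 for ISG15, and MX1 had 0.03 without viremic replicate 1. IFNγ-induced genes such as CD74 (1.60, SE 0.52) and IDO1 (3.01, SE 0.81) lay higher, and oxidative phosphorylation and heat shock genes lay lower. For each of these lists adjusted p = 0.762 with an estimated correlation.

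Interferon-stimulated genes were positive in 31 of 46 (median 0.22; camera, adjusted p = 1.92e-05, adjusted p = 0.762 with an estimated correlation), and passed without each viremic library in turn. IFNγ-induced genes had a median of 0.26 (camera, adjusted p = 0.00442, adjusted p = 0.762 with an estimated correlation). Their adjusted p was 0.247 without viremic replicate 1 and 0.0913 without viremic replicate 3. Adjusted over the list alone, CD74 and IDO1 passed, and over all genes their adjusted p-values were 0.414 and 0.243. Oxidative phosphorylation genes were negative in 45 of 58 (camera, adjusted p = 0.00442, adjusted p = 0.762 with an estimated correlation). The value was 0.247 without viremic replicate 1 and 0.259 without viremic replicate 6. Heat shock genes were negative in 11 of 12 (camera, adjusted p = 0.0308, adjusted p = 0.762 with an estimated correlation). Their adjusted p was 0.247 without viremic replicate 1, 0.0610 without replicate 3 and 0.0951 without replicate 6. The other 28 lists had adjusted p-values of 0.224 or more. GZMH, which cytotoxic lymphocytes carry, had a log2 fold change of 4.19 (SE 0.99, adjusted p = 0.138). EdgeR called 1 of 17256 genes, the mitochondrial pseudogene MTATP8P1, which was named after its values were seen, and 1240 had an unadjusted p under 0.05. It called 4 genes without viremic replicate 2 or replicate 4, 11 without replicate 3, 3 without replicate 5 and 6 without replicate 6. DESeq2 and limma-trend called 0.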

Since IFNα has been shown to suppress A20 in dendritic cells in the context of HCV infection [40], we hypothesized that the lack of A20 upregulation during untreated disease might be due to the high levels of type I interferon in viremic participants. Consistent with prior literature [1,17,41], elevated type I interferon activity was observed during untreated HIV, including an increase in the plasma ratio of kynurenine-to-tryptophan (K/T) [3] (**S3A Fig**) and elevated levels of IFN-stimulated genes (e.g., *OAS2* in a statistically significant manner and a trend for *MX1)* in whole gut biopsies (**S3B Fig**).

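OAS2, an enzyme that senses viral double-stranded RNA, and MX1, a GTPase that blocks viral nucleocapsids, are both induced by type I interferon. In whole biopsies OAS2 had a mean of 15.1 TPM (SD 4.56) in 6 viremic, 6.32 TPM (SD 4.15) in 5 uninfected and 3.11 TPM (SD 1.47) in 5 ART-treated participants. MX1 had means of 32.6 TPM (SD 20.6), 12.3 TPM (SD 8.20) and 16.8 TPM (SD 8.25). Interferon-stimulated genes as a group were higher in viremic than in uninfected and than in ART-treated participants by camera with a preset correlation (adjusted p = 0.0684 and adjusted p = 0.0619 with an estimated correlation). Among them IFITM1 rose from 147 to 413 TPM, and IFI27, a mitochondrial protein of the interferon response, also lay higher.

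Across the 3 groups, OAS2 gave a Kruskal-Wallis H of 10.8 (permutation p = 0.00044) and MX1 an H of 4.56 (permutation p = 0.0979). For MX1, H was 7.98 (permutation p = 0.0105) without viremic replicate 6, and 6.05 (permutation p = 0.0404) with TMM-normalized log2 CPM. Exact two-sided permutation tests of mean TPM between viremic and uninfected participants gave p = 0.013 for OAS2 and p = 0.0649 for MX1. OAS2 was higher in 4 of 6 viremic participants than in every uninfected participant. Between ART-treated and viremic participants they gave p = 0.00216 for OAS2, the smallest that 5 against 6 allow, and p = 0.139 for MX1. In edgeR over 18136 genes, the log2 fold change between viremic and uninfected participants was 1.36 for OAS2 (SE 0.46, adjusted p = 0.478) and 1.81 for MX1 (SE 0.54, adjusted p = 0.365). OAS2 lies on chromosome 12 from 113416200 to 113449528 and MX1 on chromosome 21 from 42791947 to 42841998 (GRCh37).

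Of 48 interferon-stimulated genes, 43 had a positive log2 fold change between viremic and uninfected participants (median 0.83; camera, adjusted p = 6.94e-18, adjusted p = 0.0684 with an estimated correlation). In edgeR 1 of them, IFITM1, passed over all genes and 15 passed adjusted over the list alone. IFITM1 had a log2 fold change of 1.48 (SE 0.25, adjusted p = 0.0255). Its adjusted p was 0.0566 to 0.112 without viremic replicate 2 or 3 or without uninfected replicate 1, 2, 4 or 5. IFITM1 was also lost with the immune marker score as a covariate and with only the 2 groups compared. IFITM3 and IFI27 had log2 fold changes of 0.98 and 1.36. Between ART-treated and viremic participants 45 of 48 were negative (median -0.80; camera, adjusted p = 2.33e-15, adjusted p = 0.0619 with an estimated correlation), with 9 passing adjusted over the list alone and 0 over all genes in edgeR. OAS2 had a log2 fold change of -2.25 (SE 0.49, adjusted p = 0.118) and MX1 of -1.49. DESeq2 called OAS2 in this comparison, at an adjusted p of 0.0307 at the lowest. Both list calls held without each library in turn. The mean log2 CPM of the 46 of these genes that were tested in both tissues was 0.92 higher in viremic than in uninfected participants (exact permutation p = 0.00649) and 0.81 higher than in ART-treated participants (exact permutation p = 0.00649). In IECs the matching differences were 0.59 (exact permutation p = 0.133) and 0.48 (permutation p = 0.125). The difference between both compartments was 0.32 (permutation p = 0.555) and 0.33 (permutation p = 0.465). This test treats biopsy and IEC libraries as separate participants, whereas the paper's methods take the biopsies from a subset of the same participants.

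Biopsy libraries held 6046728 to 13838273 expected counts, with a median of 9770273, and were counted, normalized and tested as the IEC libraries, in 1 fit of 16 libraries. Median mitochondrial shares were 18.5% in viremic, 20.9% in uninfected and 21.4% in ART-treated participants. In simulated counts for viremic against uninfected participants the test called 6.19% of genes changed 2-fold and 55.2% of genes changed 4-fold, and 28 of 87 calls were false. From these transcripts and from plasma metabolites, the paper states that type I interferon activity is elevated in untreated HIV.

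**Figure D4:**
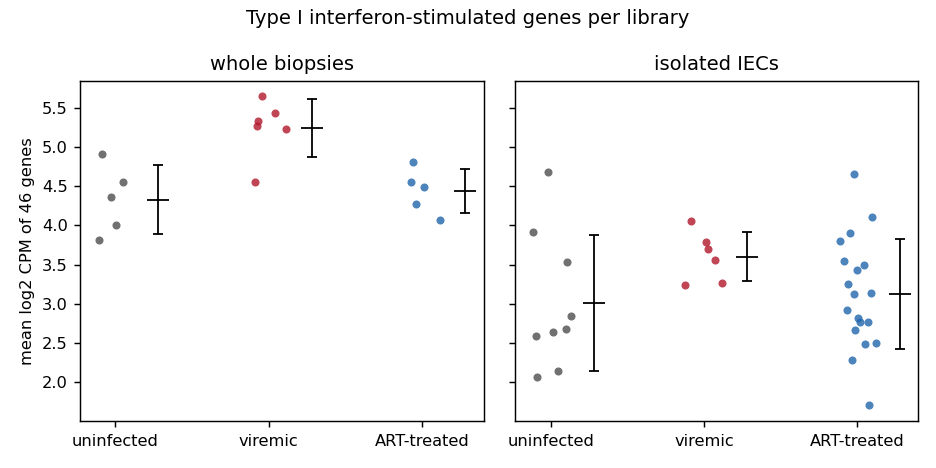
Mean log2 CPM of 46 type I interferon-stimulated genes in each library (points), by group in whole biopsies and in IECs, with mean and SD. In biopsies 5 of 6 viremic participants lie above every ART-treated participant, and in IECs the groups overlap.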

To determine whether such elevated levels of type I IFN might have a direct effect on A20 expression in IECs, we generated organoid cultures from murine small intestine. Derived from primary tissue, comprised solely of epithelial cells, and exhibiting a crypt/villus architecture, intestinal organoids have been previously shown to serve as a relevant and experimentally tractable model of the intestinal epithelium [42–44]. Organoids were treated with recombinant IFNα for 48 hours and then harvested to measure A20 protein levels by western blot. After incubation with IFNα, A20 levels were found to decrease in a dose-dependent manner (**Fig 2A and 2B**). These observations are consistent with the possibility that A20 is downregulated in viremic individuals by high levels of type I IFN activity.

**Fig 2:**
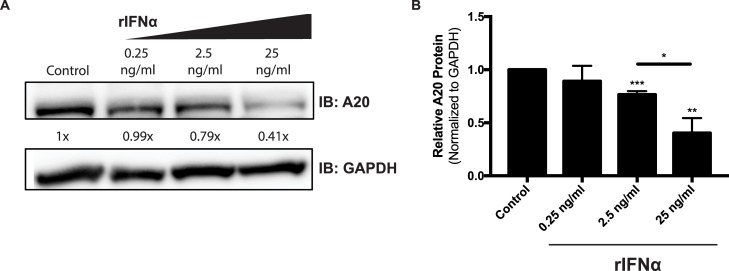
**Intestinal epithelial A20 is downregulated after exposure to IFN**α (**A**) Protein levels of A20, measured by western blot, in murine organoids after treatment with indicated dose of IFNα for 48 hours. (**B**) Quantification of A20 levels normalized to GAPDH in three independent experiments conducted as in (a). Statistical significance was assessed using a t-test. * P<0.05, **P≤0.01, ***P≤0.001.

### A20 downregulation renders epithelial organoids susceptible to IFNγ-mediated reduction of genes that contribute to barrier function

We hypothesized that type I IFN-mediated downregulation of A20 in viremic individuals may render the epithelium more vulnerable to the damaging effects of other proinflammatory cytokines, e.g., IFNγ, that are abundant in untreated disease. As shown in prior studies [45], elevated levels of IFNγ were found in viremic participants at the protein level in terms of frequency of CD8+ T cells producing the cytokine (**S4A Fig**) and at the transcript level in whole rectosigmoid biopsies (**S4B Fig**). Additionally, RNAseq analysis on IECs revealed that *IFNGR1*, which encodes the primary signaling receptor for IFNγ, was upregulated in viremic subjects relative to ART-treated individuals (**Fig 1A**). 

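IFNGR1 is the ligand-binding chain of the IFNγ receptor and lies on chromosome 6 from 137518620 to 137540586 (GRCh37). Its transcript had a mean of 31.8 TPM (SD 14.8) in IECs of ART-treated, 29.8 TPM (SD 7.39) in viremic and 37.2 TPM (SD 8.65) in uninfected participants. Between ART-treated and viremic participants the log2 fold change was 0.17 (SE 0.23, adjusted p = 0.917 in edgeR), and the exact two-sided permutation test gave p = 0.959 for log2(TPM + 1) and p = 0.755 for mean TPM. Limma-trend on log2(TPM + 1) gave a log2 fold change of -0.02 (adjusted p = 0.997), and adjusted p-values ranged from 0.909 to 1 over the alternatives. The 9 genes of interferon receptors and their JAK kinases were negative in 7, with a median log2 fold change of -0.18 (camera, adjusted p = 0.15). The mean log2 CPM of 25 IFNγ-induced genes was 0.46 higher in IECs of viremic than of ART-treated participants (permutation p = 0.0754). In whole biopsies it was 1.03 higher (exact permutation p = 0.013). The difference between biopsies and IECs was 0.57 (permutation p = 0.278, with libraries taken as separate participants).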

Taken together, these data suggest that IECs experience higher levels of IFNγ signaling in the viremic state.

To test the effect of high IFNγ levels on the expression of genes important to epithelial cell function in the presence or absence of A20, we utilized murine epithelial organoid cultures derived from mice genetically modified to conditionally delete A20. A20^FL/FL^ villin-ERCre^+^ mice are engineered such that, in an epithelial-specific manner (driven by the villin promoter), ligands that signal through the estrogen receptor (ER) induce deletion of A20. 4-hydroxytamoxifen (4OHT), the active metabolite of tamoxifen, is used in culture to quickly and potently induce ER-signaling [46]. As such, A20 deletion in organoids is induced upon 4OHT administration *in vitro*, whereas organoids derived from A20^FL/FL^ villin-ERCre^-^ mice continue to express A20 even after 4OHT administration. Organoids were exposed to 4OHT for 24 hours to allow for A20 deletion, as confirmed by western blot analysis (**Fig 3A**), and then stimulated with rIFNγ for 12 hours, after which transcript levels of genes for inflammatory chemokines, mucins, tight junction proteins, and antimicrobial peptides were assessed (**Fig 3B–3E** and **S1 Table**).

**Fig 3:**
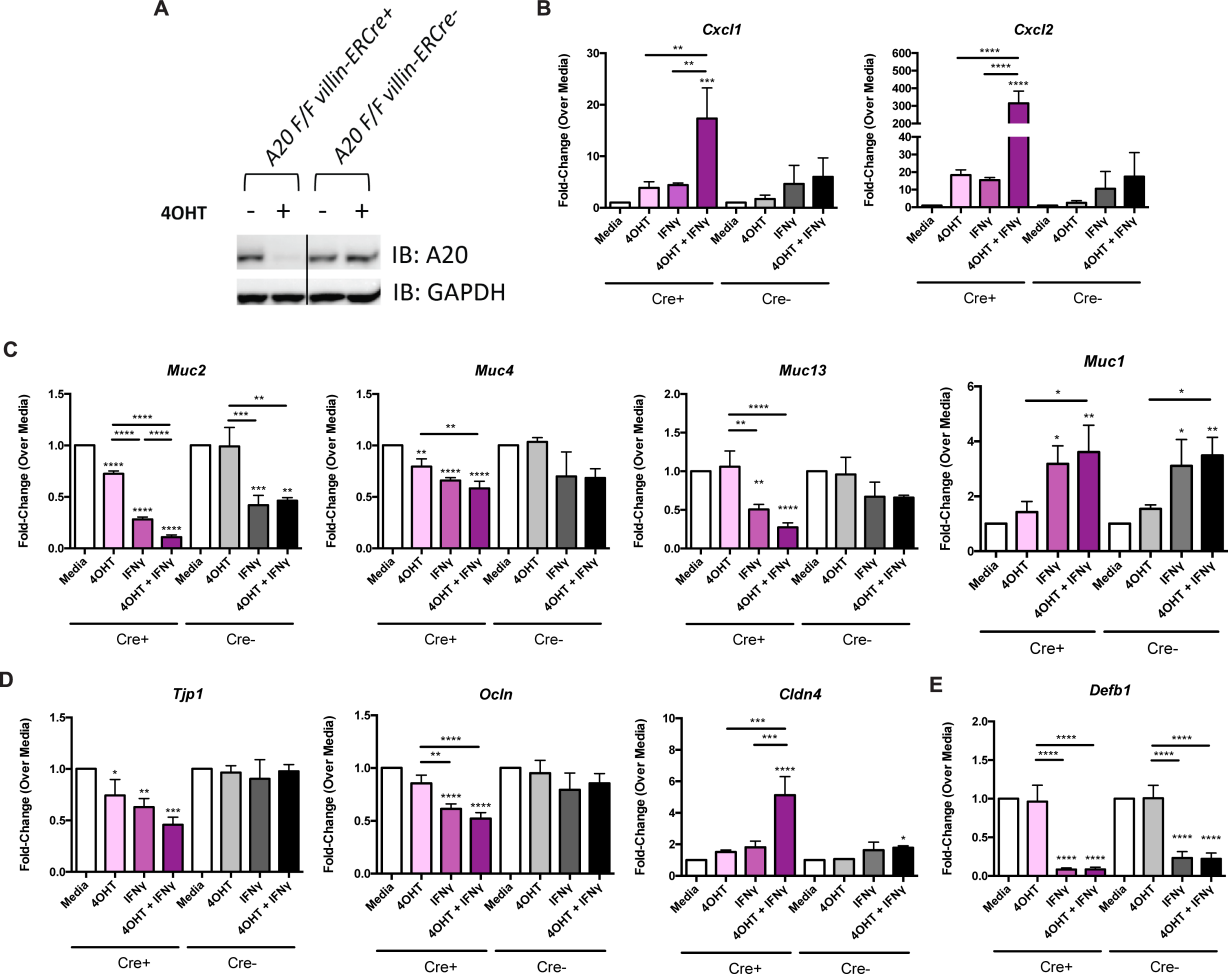
A20 deletion is associated with enhanced IFNγ-mediated inhibition of tight junction and mucin gene expression. (**A**) Western blot for A20 protein levels in A20^FL/FL^ villin-ERCre+ or Cre- organoids after treatment with 4-hydroxytamoxifen (4OHT) for 24 hours. Gene expression by qPCR of (**B**) the proinflammatory chemokines *Cxcl1* and *Cxcl2*, (**C**) the mucins *Muc2*, *Muc4*, *Muc13*, and *Muc1*, (**D**) the tight junction proteins *Tjp1*, *Ocln*, and *Cldn4*, and (**E)** the antimicrobial peptide *Defb1* after stimulation with IFNγ for 12 hours. Statistical significance within Cre+ and Cre- conditions was first tested by ANOVA and specific pairwise comparisons were made using t-tests corrected for multiple comparisons by the Scheffe method (see also S1 Table). Stars above each column indicate statistical significance relative to the media condition. Bars with stars indicate statistically significant differences between the two indicated conditions. * P<0.05, **P≤0.01, ***P≤0.001, ****P≤0.0001.

In organoids from A20^FL/FL^ villin-ERCre^+^ mice, A20 deletion alone in organoids, in the absence of exogenous stimuli, had effects on gene expression of a small number of genes, with statistically significant reductions in the transcript levels of the mucin genes, *Muc2* and *Muc4* (**Fig 3C**), and the tight junction gene *Tjp1* (**Fig 3D**). Separately, IFNγ treatment alone led to more widespread changes in gene expression, with significant decreases in transcript levels of mucin genes (*Muc2*, *Muc4*, *Muc13*) (**Fig 3C**) and tight junction genes (*Tjp1*, *Ocln*) (**Fig 3D**). Importantly, when A20 deletion was combined with IFNγ, we observed a robust increase in the expression of the inflammatory chemokines, *Cxcl1* and *Cxcl2 (*15- and 300-fold, respectively) (**Fig 3B**) and further reductions in the expression of *Muc2* transcripts (**Fig 3C**), suggesting an A20-specific role in protecting organoids from IFNγ-mediated inhibition of mucin expression. Similarly, downward trends in the transcript levels for *Muc4*, *Muc13*, *Tjp1*, *and Ocln*, (**Fig 3C and 3D**) indicate that A20 deletion further potentiates the effect of IFNγ, although those changes did not reach statistical significance. These data, in sum, suggest that A20 expression has the capacity to protect IECs from the detrimental effects of IFNγ.

Interestingly, and in contrast to the expression of other measured mucin genes, *Muc1* transcripts increased with IFNγ but were not affected further by deletion of A20 (**Fig 3C**). Previous literature has linked *Muc1* to intestinal inflammation with a specific role in promoting cytokine-mediated immune responses [47], suggesting this might be a mechanism through which IFNγ is exerting its negative effects on the epithelium. In a similar manner, the expression levels of *Cldn4* increased upon IFNγ stimulation and were even further increased upon deletion of A20 (**Fig 3D**). Since *Cldn4* expression has been shown to be directly induced by NFκB [48], the observed increase of this particular gene could be a by-product of ongoing NFκB-related inflammation in the absence of A20. Intriguingly, antimicrobial peptide *Defb1* was markedly inhibited by IFNγ and was not further affected by A20 deletion (**Fig 3E**), suggesting that A20 is not directly involved in regulation of *Defb1* expression but that IFNγ alone can modulate the antibacterial defense of the epithelium.

### A20 downregulation enhances the inflammatory effects of IL-17A

Given the observation that IL-17A levels are restored to normal in ART-treated subjects (**S1B and S1C Fig**) and prior work in stromal cell lines showed that IL-17 signaling is restricted by A20 [49], we next tested whether A20 deletion altered the effects of IL-17A stimulation in organoid IECs. Intestinal organoids were treated with 4OHT to delete A20 and were then stimulated with rIL-17A for 12 hours. IL-17A stimulation in the setting of A20 deletion led selectively to dramatic increases in the expression of the proinflammatory genes *Lcn2* [50] (by 30-fold), *Cxcl1* (by 15-fold), and *Cxcl2* (by 60-fold) (**Fig 4A–4C** and **S2 Table**). A20-sufficient Cre^-^ organoids showed no such increase in gene expression, suggesting that these changes occur specifically in the absence of A20. Similar to the effect seen with IFNγ, the expression of the mucin gene *Muc1* also increased with IL-17A independent of A20 function (since this effect was also observed in Cre- organoids), with the magnitude of the effect being much more modest than that observed with the inflammatory genes (**Fig 4D**). Taken together, these results indicate that A20 expression in IECs restricts the ability of IL-17 to upregulate pro-inflammatory genes while not affecting the expression of epithelial integrity-related genes (e.g., *Cldn4*, *Tjp1*, *Ocln*, *Muc2*, *Muc 3*, *Muc4*, and *Muc13*) (**S3 Table**).

**Fig 4:**
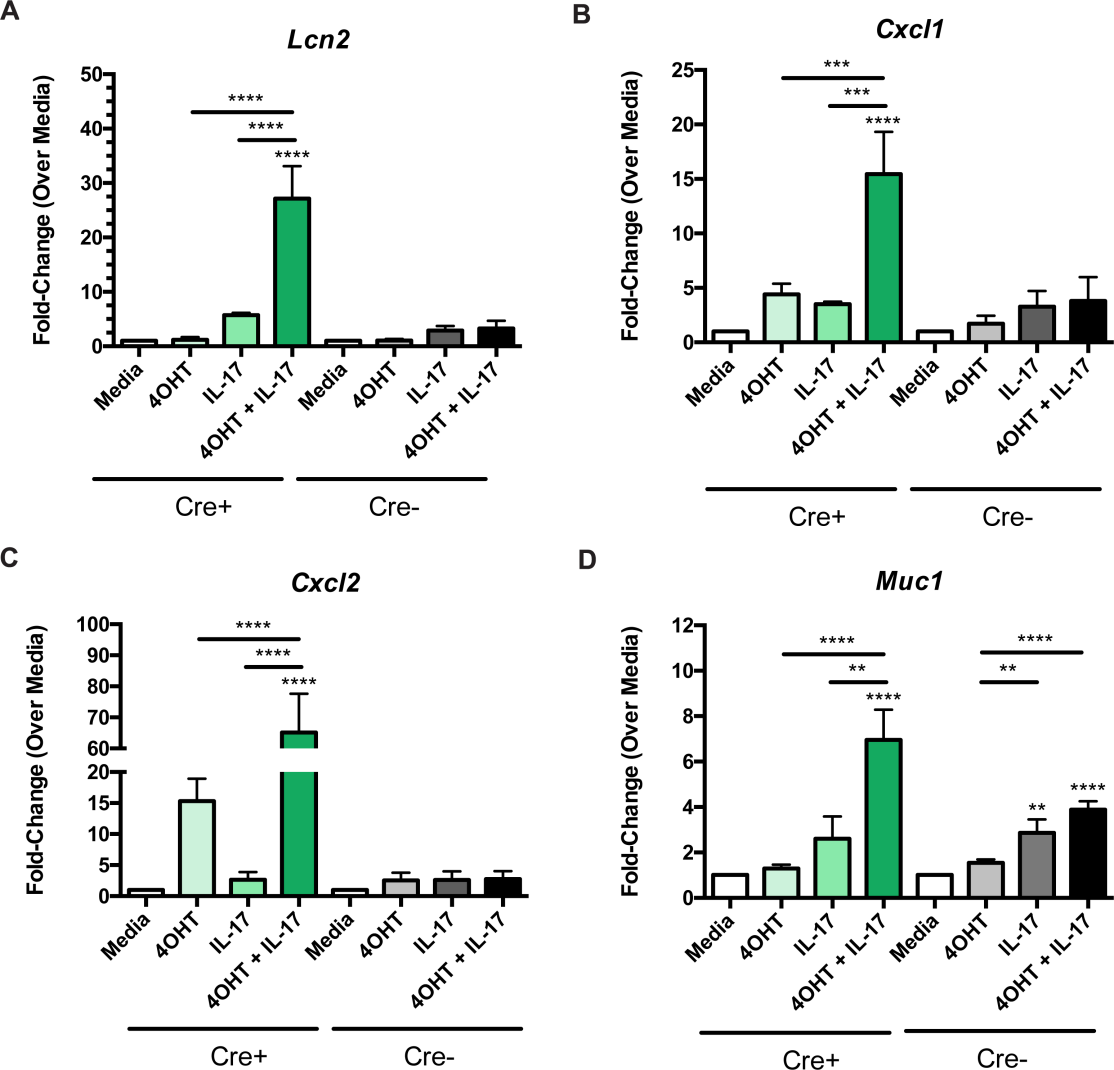
Deletion of A20 enhances the proinflammatory effects of IL-17A. Gene expression of (**A**) *Lcn2*, (**B**) *Cxcl1*, (**C**) *Cxcl2*, (**D**) *Muc1* by qPCR of organoid cultures after 24 hours of 4OHT treatment and/or a 12 hour stimulation with recombinant IL-17A. Cre+ or Cre- conditions were tested separately by ANOVA. Pairwise comparisons were completed post-hoc using t-tests and correcting for multiple comparisons by the Scheffe method (see also S2 Table). Stars above each column indicate statistical significance relative to the media condition of the same organoid line (Cre^+^ or Cre^-^) by a t-test. Bars with stars indicate statistically significant differences between the two indicated conditions. **P≤0.01, ***P≤0.001, ****P≤0.0001.

### Deletion of A20 enhances cytotoxicity induced by IFNα and IFNγ

In addition to the effects described above, both IFNα and IFNγ were found to have significant cytotoxic effects on organoid cultures (**Fig 5A and 5B**). Cell death was defined by organoid morphology, propidium iodide staining, and a quantitative ATP-based luminescence assay. Compared with A20-sufficient organoids in media alone, A20-deficient (4OHT-treated) organoids demonstrated a small but statistically significant increase in cell death (**Fig 5A**). When A20-sufficient organoids were treated with the indicated cytokines (IFNγ, IFNα, or IL-17A) (black line in **Fig 5A**), only treatment with IFNγ caused elevated cell death. Treatment of A20-deficient organoids with either IFNα or IFNγ revealed increased levels of cytotoxicity relative to A20-sufficient organoids, an effect that was enhanced upon exposure to increasing concentrations of cytokine (red line in **Fig 5A**). Furthermore, confocal microscopy revealed that A20 deletion combined with IFNγ treatment resulted in a loss of crypt structure in organoids (**Fig 5B**). This is consistent with prior work demonstrating IFNγ induction of epithelial cell death such that IFNγ-knockout animals were protected from epithelial damage *in vivo* in a DSS-colitis model [51,52] and, in epithelial cell lines, IFNγ inhibited epithelial proliferation by suppressing β-catenin activity [53]. In contrast to the phenomena observed with IFNα and IFNγ, IL-17A showed no such effect on cell viability (**Fig 5A and 5B**). These results, together with the observed IFNγ-mediated suppression of epithelial genes (**Fig 3**), suggest that IFNγ may be a primary driver of IEC dysfunction in HIV, an effect exacerbated by type I IFN-mediated downregulation of A20 expression.

**Fig 5:**
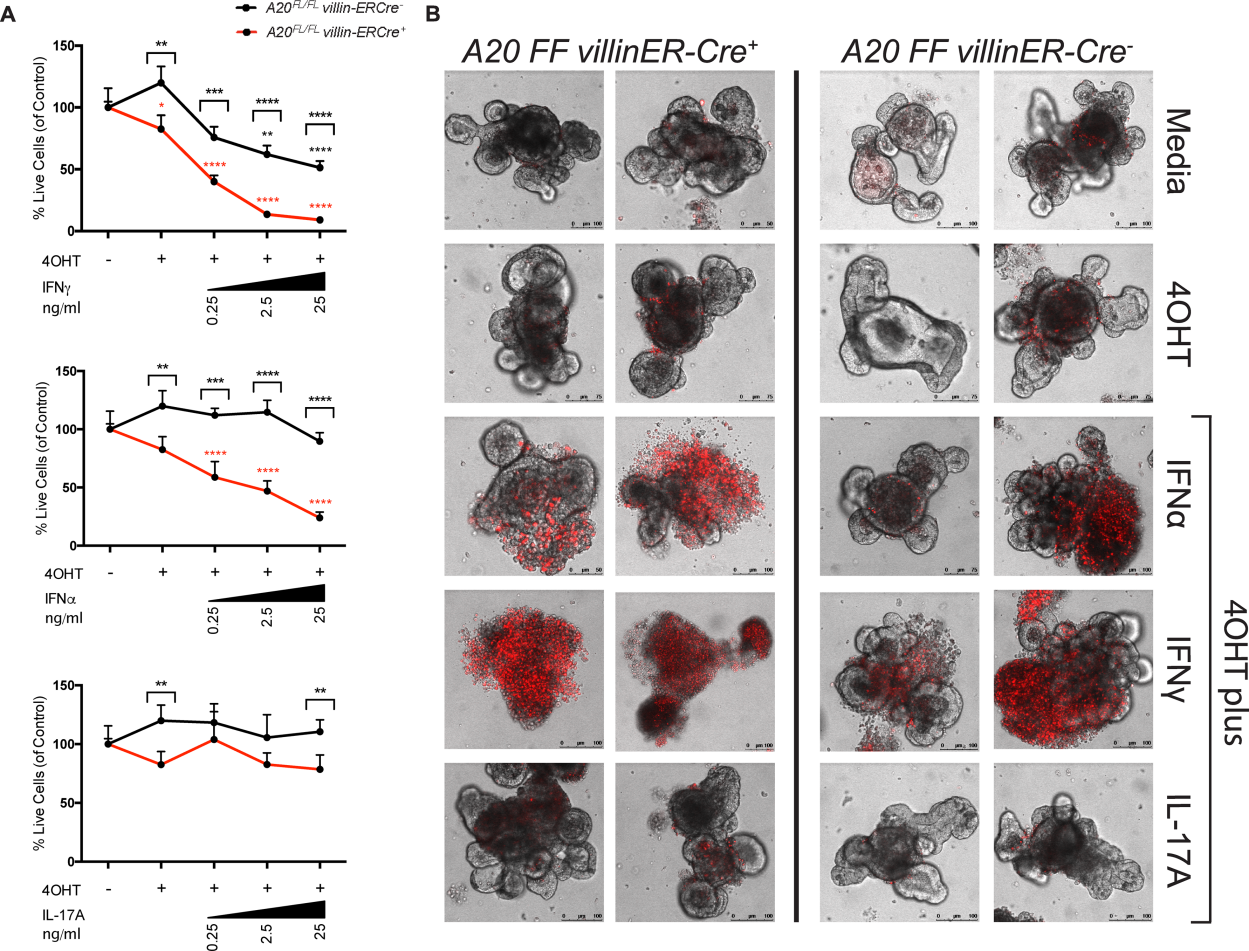
A20 deletion enhances the cytotoxic effects of IFNα and IFNγ. (**A**) Quantification of cell viability by CellTiter Glo 3D assay in organoid cultures after stimulation with three doses of rIFNγ, rIFNα, or rIL-17A for 24 hours. Significance of Cre+ or Cre- was assessed separately by ANOVA. Stars above data points represent statistical significance of cytokine treatment relative to the media control within either the Cre+ (red) or Cre- (black) line after post-hoc comparisons were made by t-test, correcting for multiple comparisons by Scheffe method. Stars above brackets indicate a significant difference between A20-sufficient (Cre-, black) and A20-deficient (Cre+, red) culture within the indicated media condition by t-test. *P<0.05, **P≤0.01, ***P≤0.001, ****P≤0.0001. (**B**) Representative confocal images of propidium iodide (PI)-stained organoids treated for 24 hours with 4OHT followed by 10 ng/ml of indicated cytokine for 24 hours. Two organoids representing the range of PI staining are shown for each condition.

### Treatment of HIV-infected ART-treated individuals with IFNα reduces A20 expression *in vivo*

To extend our findings in the organoid system to more clinically relevant scenarios, we assessed the effect of pegylated IFNα2a (Peg-IFNα2a) immunotherapy in ART-suppressed chronically infected subjects on A20 gene expression in samples obtained from a previously published study [54]. Briefly, HIV-infected individuals on ART were treated weekly with Peg-IFNα2a for five weeks, with blood samples taken at baseline and after the immunotherapy period (**Fig 6A**). RNA was isolated from peripheral blood mononuclear cells (PBMCs), and probed for the transcript levels of A20 and a key interferon-stimulated gene, ISG15 [55]. After five weeks of Peg-IFNα2a, the expression of ISG15 was highly elevated in PBMCs, at an average of 21-fold increased from baseline levels (range of 7 to 44-fold) (P≤0.0001) (**Fig 6B**). Concurrently, there was a significant decrease (a mean of 1.56-fold) in the mRNA expression of A20 (P<0.05) (**Fig 6C**), an effect that appeared most dramatic in those with the highest A20 levels at baseline. These observations provide clear evidence that high levels of type I IFN signaling can regulate A20 expression in the context of HIV infection.

**Fig 6:**
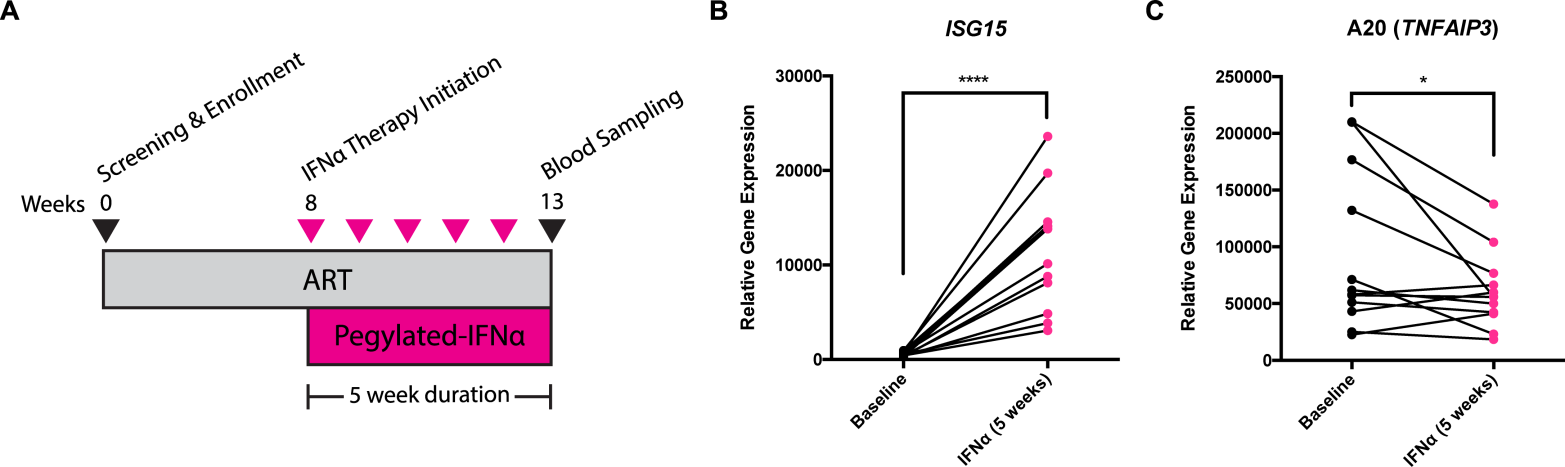
Five week pegylated-IFNα2a immunotherapy of ART-suppressed HIV-infected individuals leads to reduction in A20 expression. (**A**) Schematic showing duration and frequency of pegylated-IFNα2a administration in participants. Transcript levels of (**B**) IFN-stimulated gene ISG15 and (**C**) A20 in PBMCs at baseline and after five weeks of IFNα treatment as assessed by qPCR. Statistical significance was determined by paired t-test. * P<0.05, ****P≤0.0001.

## Discussion

Our study is the first to identify a role for A20 in modulating inflammatory signals and epithelial function in the context of HIV infection and treatment. The work outlined here advances our understanding of the molecular underpinnings of epithelial barrier function as well as its relationship to inflammation during HIV infection. It has long been observed that disruption in epithelial homeostasis is a hallmark of HIV infection [21,22,24,25,56]. Prior work examined whole intestinal tissue, while our approach of isolating IECs allowed us to identify A20 as a key regulator of epithelial cell survival and function. These observations deepen our understanding of HIV pathogenesis and further expand our knowledge about the capacity of A20 to regulate epithelial barrier function during viral infections.

Given our findings, we propose that the intestinal epithelial dysfunction found in untreated HIV disease is caused by high levels of type I and type II IFN activity likely mediated in part by IFNα production by plasmacytoid dendritic cells [41,57–59], IFNβ production by TLR4-stimulated macrophages [60], and IFNγ production by CD8 T cells recognizing viral particles respectively [45], that exist concurrently with low levels of IL-17A (**Fig 7**). We show that IFNα is capable of suppressing A20 expression in IECs. Since A20 limits induction of inflammatory genes and cell death by IFNγ, and preserves expression of epithelial function genes (e.g., for some tight junctions proteins and some mucins), high type I IFN levels during untreated HIV disease may render epithelial cells more susceptible to IFNγ-induced damage by preventing A20 upregulation. We speculate that, in the setting of ART, reduction of type-I IFN-mediated signaling [61] results in higher levels of A20, leading to the re-establishment of epithelial homeostasis, as indicated by the positive association between A20 transcript levels and tight junction gene expression in ART-treated individuals. While prior studies defined a role for A20 in maintaining the proper localization of tight junction proteins [34], these results show that A20 can modulate cytokine-mediated inflammatory signaling to promote the production of components associated with epithelial barrier function.

**Fig 7:**
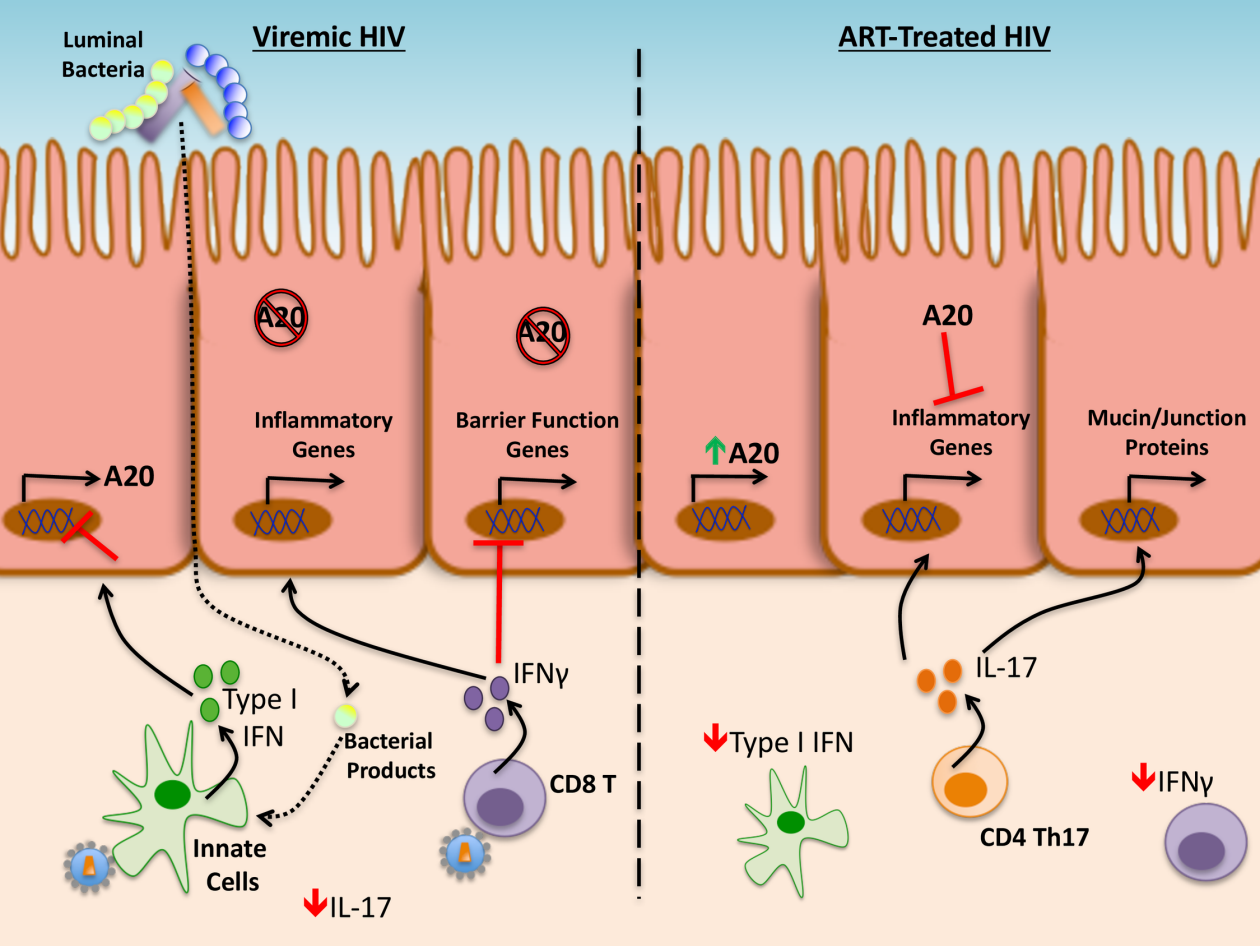
A20 modulation of epithelial function during HIV infection and treatment. Model demonstrating proposed relationship of A20 and relevant cytokines (Type I IFNs, IFNγ, and IL-17A) in the context of untreated (viremic) (left) and ART-treated (right) HIV disease.

In addition to the impact of the virus itself on the cytokine milieu of the intestine, it is likely that HIV also causes additional shifts in the intestinal immune system that persist in the relative absence of virus, e.g., after the initiation of ART. The intestinal immune system is considered a “trialogue” between epithelial cells, lamina propria immune cells, and the commensal bacteria [62]. Recent work from our lab and others has shown that there is a shift in the composition of microbial communities during HIV infection, the extent of which was associated with inflammatory biomarkers [63,64]. Of note, we found that IFNγ inhibited the expression of a key antimicrobial peptide, *Defb1* (**Fig 3E**). As such, epithelial barrier dysfunction could initially be induced by the combination of proinflammatory cytokines secreted by virus-infected cells, altering the profile of antimicrobial peptides and thus leading to microbial dysbiosis. As productively-infected cells are depleted due to progressive disease and viral particles are no longer the primary driver of inflammation, this dysbiosis appears to result in the translocation of microbial products past the epithelium, resulting in a chronic inflammatory response [26] and pushing forward the cycle of cytokine release and disrupted barrier integrity. The specific stages in which this crosstalk between the epithelium, immune cells, and microbial species occurs remains to be clearly identified, and will be important in understanding the establishment and maintenance of disrupted barrier integrity during HIV infection and treatment.

IL-17A is thought to be important for the maintenance of intestinal mucosal integrity in the case of HIV infection [15–18], yet, it is also capable of driving tissue inflammation [19]. Our data on A20 expression in intestinal organoids suggest these dual effects might be dependent, at least in part, on the presence or absence of A20. Thus, we observe that deletion of A20 clearly enhances the proinflammatory effects of IL-17A signaling (e.g., with increased expression of Lcn2, Cxcl1, and Cxcl2). In the setting of ART, where IL-17A levels rise in the context of ongoing inflammation, this could be particularly important in protecting the epithelium from inflammation-mediated damage. Interestingly, the A20 gene is a susceptibility locus for inflammatory bowel disease (IBD) [65]. IBD is characterized by high levels of IL-17A cytokine [66], yet inhibitors targeting IL-17 pathways have been shown to be ineffective at curbing inflammation [67,68]. Our data suggest that it is the presence or absence of IL-17A coupled with modulation by A20 that is important for disease progression. IL-17A levels did not directly associate with markers of epithelial function in our cohort, as would have been predicted by prior studies [15]; instead, A20 and related genes (e.g., IκBα) demonstrated a positive association with epithelial function. This observation suggests that A20 modulation of cytokine signaling plays an important, and perhaps primary, role in barrier dynamics during HIV disease and treatment.

A caveat attending our studies in intestinal organoids is that the concentrations of IFNα used *in vitro* (0.25–25 ng/ml) are considerably higher than those found in the plasma of acutely SIV-infected rhesus macaques [16,69] or chronically-infected humans [70], in which maximum levels of 0.05 ng/ml have been observed. Nevertheless, a plethora of studies indicate that HIV disease progression is associated with persistent type I IFN signaling [59,71]. Likely, such signaling occurs upon secretion of IFNα and IFNβ (e.g., by plasmacytoid dendritic cells or myeloid cells) within lymphoid or mucosal organs, microenvironments in which type I IFNs levels may be higher than those found in the circulation and also not possible to measure. It will be of interest in future studies to more precisely measure these intra-organ cytokine concentrations and to determine their relevance to the *in vitro* studies presented here.

It is important to recognize that the ART-treated individuals studied here exhibited substantial inter-individual variability in levels of IL-17A, IFNα, IFNγ, and A20. 

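The A20 transcript (TNFAIP3) varied most in IECs of ART-treated participants, from 0.59 to 12.9 TPM, a 21.8-fold range with a coefficient of variation of 77.7%. The range was 7.44-fold in the 6 viremic and 3.81-fold in the 9 uninfected participants. NFKBIA, the feedback inhibitor of NFκB, varied 8.61-fold among the 19 ART-treated participants. A range widens with the number of participants, so the groups' ranges are not compared by a test. Among ART-treated libraries A20 followed the library number. It was 3.67 to 12.86 TPM in replicates 1 to 10 and 0.59 to 4.32 TPM in replicates 11 to 19. NFKBIA went the same way, with 33.9 to 165.63 TPM against 19.23 to 55.45 TPM. IL1R2 went the other way, with 19.44 to 66.39 TPM against 42.46 to 105.11 TPM. These shifts were seen in the values and not tested, and the labels do not say what the numbers stand for. The range of A20 may therefore not be variation between participants alone, and its relation with NFKBIA may rest in part on the same shift.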

We postulate that such variation, and the balance amongst each of these, might, in turn, reflect differences in the physiologic status of the gut. In addition, though our experiments parsed out the individual effects of IFNα, IFNγ, and IL-17A on epithelial function, these cytokines are expressed concurrently *in vivo*, and their potential interactions were not studied here. In future studies, it will be important to ascertain whether these cytokines potentiate each other (e.g., in the case of IFNγ and IL-17A) or, conversely, if they synergize (e.g., in the case of IFNα and IFNγ) to establish a setpoint of epithelial function.

Treatment of primary organoids with HIV-associated cytokines IFNα and IFNγ, especially when combined with A20 deletion, recapitulated the epithelial biology observed in HIV-infected individuals, specifically in the case of elevating epithelial cell death and inhibiting expression of the tight junction genes, *Ocln* and *Tjp1*. While these data provide clear evidence for A20 downregulation and high proinflammatory cytokine levels as being involved in the establishment of intestinal epithelial dysfunction during HIV, more thorough analyses of tight junction dynamics during the modulation of these pathways will need to be done. Future work should seek mechanistic insight into how A20 is modulated by IFNα and, downstream of this, how IFNα and IFNγ regulate barrier-related genes. Contrary to prior literature that identified a reduction of tight junction expression in viremic subjects [21,22,56] and our findings in organoids demonstrating an impact upon many epithelial function genes, our RNAseq analysis did not reveal differences in tight junctions, mucins, or antimicrobial peptides across participant subgroups. 

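Among tight junction genes the junctional adhesion molecule F11R had a log2 fold change of 0.37 (SE 0.20) in IECs of ART-treated against viremic participants. Among mucin genes MUC12, a membrane mucin of colonocytes, had a log2 fold change of -0.38 (SE 0.23). Among antimicrobial genes the lectin ITLN1 had -0.70 (SE 0.44) and REG4, which goblet and enteroendocrine cells secrete, had 1.63 (SE 0.43, adjusted p = 0.168). Between ART-treated and uninfected participants DEFA6, a Paneth cell defensin, had 3.07 (SE 0.91), and BPIFB1, a secreted protein that binds bacterial lipopolysaccharide, had -1.31 (SE 0.45).

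The 20 tight junction genes had a camera adjusted p of 0.416 for ART-treated against viremic, 0.817 for ART-treated against uninfected and 0.351 for viremic against uninfected participants. The 9 mucin genes gave 0.248, 0.965 and 0.394, and the 20 antimicrobial genes 0.241, 0.965 and 0.382. Adjusted over the list alone, REG4 passed in the first comparison and DEFA6 and BPIFB1 in the second. In edgeR 0 of these genes passed over all genes. Between ART-treated and viremic participants 1 tight junction, 1 mucin and 3 antimicrobial genes had an unadjusted p under 0.05, and DESeq2 called 3 genes and limma-trend 0 among all genes. Of genes changed 2-fold in simulated counts, 12.1% were called for viremic against uninfected and 26% for ART-treated against uninfected participants, so that most changes of this size would be missed.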

One potential explanation for this discrepancy could be a difference in methodology. While previous studies assessed epithelial function by measuring either transcripts or protein at the whole biopsy level [21,22,56], we specifically isolated and profiled IECs. Thus, observations made in the context of whole biopsies may be more inclusive of events occurring in hematopoietic cells and non-hematopoietic stromal cells. A more robust analysis of genes mentioned above (e.g., tight junctions, mucins, antimicrobial peptides) is warranted, perhaps at the protein level with epithelial specificity, to fully understand the impact of A20 upon epithelial function *in vivo* during HIV infection. It should also be considered that the demographics of the cohort from which we sampled, the SCOPE cohort at UCSF, are such that the vast majority of clinical samples were obtained from male participants [4,17,63]. It is thus important that these analyses be carried out in a cohort more balanced for gender type in future work. Despite these caveats, we were able to reproduce the epithelial barrier dysfunction (e.g., reduced levels of transcripts for tight junction proteins and elevated cell death) observed in prior studies during HIV infection using our organoid model, and expanded upon these findings by identifying key cytokines (IFNα, IFNγ) that are likely to be causing these changes *in vivo*, as well as establishing the importance of A20 levels in mediating these changes. Given prior associations made between A20 and epithelial function [34], the work outlined here indicates potential utility for A20 as a modulator and biomarker of intestinal health in HIV-infected individuals.

In sum, our identification of A20 involvement in epithelial survival and function during HIV infection and treatment is a novel finding that adds to our understanding of intestinal epithelial dysfunction during HIV disease. Further studies are warranted to quantify A20 levels and function in treated HIV-infected individuals, investigating further how A20 modulates epithelial barrier function to affect immune activation and HIV persistence.

## Methods

### Ethics statement

The study from which human tissues were obtained was approved by the institutional review board at UCSF and all participants provided written informed consent (IRB #: 10–01218). All recruited human participants were of adult age and provided consent themselves. Cryopreserved PBMCs were obtained from Clinical Trial NCT00594880. All mice used in this study were housed and bred in a specific pathogen-free facility and euthanized by CO2 inhalation according to the guidelines of the UCSF Animal Care and Use Program (IACUC Protocol #: AN144847). The UCSF Animal Care and Use Program adheres to guidelines established by the Office of Laboratory Animal Welfare (Domestic Assurance #: A3400-01), and is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) International.

### Study design

The goal of this study was to isolate intestinal epithelial cells in an effort to identify, in a specific manner, how their function changes during HIV infection and treatment. Upon identification of key pathways, we utilized a murine organoid model to determine how manipulation of these pathways altered epithelial function. Detailed information of individual experiments is provided in the sections below.

### Participant recruitment & clinical sampling

HIV-infected individuals and controls were recruited and consented from the SCOPE (Observational Study of the Consequences of the Protease Era) cohort at UCSF for sigmoidoscopy and collecting relevant gastrointestinal biopsy samples for research purposes. HIV-negative controls, HIV viremic untreated, and individuals suppressed with ART were recruited from this cohort. The ART-treated group included HIV-infected individuals maintaining undetectable viral loads (<40 copies/mL) on stable ART for at least one year and spanned a full spectrum of peripheral blood CD4+ T cell recovery, ranging from 220 to 1107 CD4+ T cells per ml of blood. Prior to their procedure, study participants underwent a blood draw and received a Fleets enema. Consenting participants underwent flexible sigmoidoscopy with rectal biopsies obtained at 10–20 cm above the anus using jumbo forceps. Twenty biopsies were placed immediately in 15 ml of RPMI 1640 with 10% fetal calf serum, with piperacillin–tazobactam (500 μg/ml), and amphotericin B (1.25 μg/ml), and transported within one hour to the Division of Experimental Medicine at UCSF, where they were processed the same day. Freshly drawn blood was also transferred to the AIDS Specimen Bank, where plasma was isolated and stored. The study was approved by the institutional review board at UCSF and all participants provided written informed consent (IRB #: 10–01218).

### Cell isolation & processing of primary tissue

Cells of interest were isolated from rectosigmoid biopsies in two sequential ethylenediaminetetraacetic acid (EDTA) (Corning, Fremont, CA) and collagenase (Type II from *Clostridium histolyticum*, Sigma-Aldrich, St. Louis, MO) treatment steps. Briefly, biopsies were washed with phosphate buffered saline (PBS) (Corning) and then incubated in 8 mM EDTA (in Hank’s Buffered Saline Solution) (HyClone, Logan, UT) on a shaker for one hour at 37°C. After vortexing, supernatants were filtered using a 70 μM mesh filter and centrifuged to obtain the IEC fraction. EDTA isolates (estimated to be in the range of 80–90% enriched for IECs, as assessed by flow cytometry) were lysed in Trizol (Thermofisher Scientific, South San Francisco, CA) and RNA was extracted using a phenol-chloroform extraction [72]. RNA Clean & Concentrator 5 (IC) columns (Zymo Research, Tustin, CA) were used to clean RNA preps. Whole tissue RNA was isolated using an AllPrep RNA Isolation Kit (Qiagen, Hilden, Germany). The RNA concentration of all samples was measured on a Nanodrop 1000 Spectrophotometer (ThermoFisher Scientific). Remaining tissue was washed with PBS with 2% FBS and subsequently incubated in 1 mg/ml collagenase in Complete RPMI (RPMI-10 media supplemented with penicillin-streptomycin, L-glutamine, and FBS) for one hour at 37°C on a shaker. Peripheral blood lymphocytes were obtained from whole blood by density centrifugation using Histopaque-1077 (Sigma-Aldrich) and washed in Complete RPMI.

### Flow cytometric analysis of lymphocyte populations

Freshly isolated lymphocytes were analyzed by flow cytometry. Cells were surface stained with Aqua amine reactive dye for viability (Thermofisher Scientific), and antibodies against CD45 (Clone HI30, Alexa 700-Conjugated, Thermofisher Scientific), CD3 (Clone UCHT1, V450-Conjugated, BD Biosciences, San Jose, CA), CD4 (Clone S3.5, PE Texas Red-Conjugated, Thermofisher Scientific), CD8 (Clone 3B5, Qdot 605-Conjugated, Thermofisher Scientific), CD38 (Clone HB7, PE-Conjugated, BD Biosciences), and HLA-DR (Clone L243, FITC-Conjugated, BD Biosciences) for 30 minutes at 4°C, and washed in PBS with 2% FBS. Separately, 5 x 10^5^ cells were plated and stimulated with 10 ng/ml phorbol 12-myristate 13-acetate (PMA) (Sigma-Aldrich) and 1 μg/ml ionomycin (Sigma-Aldrich) at 37°C for five hours in the presence of BD GolgiPlug Protein Transport Inhibitor (BD Biosciences, San Jose, CA). Stimulated cells were surface stained with antibodies against CD45 (Clone H130, PerCPCy5.5-Conjugated, Biolegend, San Diego, CA), CD3 (Clone SP34-2, Pacific Blue-Conjugated, BD Biosciences), CD4 (Clone L200, Brilliant Violet 605-Conjugated, BD Biosciences), and CD8 (Clone 3B5, Qdot 705-Conjugated, Thermofisher Scientific) for 30 minutes at 4°C, fixed in 4% PFA, and then permeabilized in Perm/Wash Buffer (BD Biosciences) according to manufacturer’s instructions. Permeabilized cells were stained intracellularly with antibodies against IL-17A (Clone eBio64DEC17, FITC-Conjugated, eBioscience, San Diego, CA), IL-22 (Clone 142928, PE-Conjugated, R&D Systems, Minneapolis, MN) and IFNγ (Clone B27, Alexa 700-Conjugated, BD Biosciences) and washed in PBS with 2% FBS. Freshly-isolated EDTA-isolates were surface stained with Aqua amine reactive dye for viability (Thermofisher Scientific) and antibodies against CD45 (Clone H130, PerCPCy5.5-Conjugated, Biolegend) and EpCAM (Clone 9C4, BV421-Conjugated, Biolegend). All samples were acquired on a BD LSRII flow cytometer (BD Biosciences) and analyzed using FlowJo 9 software (FlowJo, LLC, Ashland, OR).

### RNAseq & qPCR validation

Samples utilized for RNAseq included epithelial RNA from all participants as well as whole biopsy RNA from a subset of patients, representing each disease subgroup. The whole biopsy samples included five uninfected individuals, all six viremic untreated participants, and five ART-treated individuals selected to span the full range of CD4 count. Total RNA (2 ng) from IEC isolates and from whole rectosigmoid biopsies was converted to pre-amplified cDNA using template-switching reverse transcription via the SMARTer Ultra-Low RNA Input Kit (Clontech, Mountain View, CA), with modified procedures for low input (Fluidigm, South San Francisco, CA) [73,74]. Pre-amplified cDNA libraries were quantified by Quanti-IT PicoGreen dsDNA assay (ThermoFisher Scientific) and normalized to 0.15 ng/ml for input into fragmentation reactions. Fragmentation was performed enzymatically using a Nextera XT DNA kit with indexing primers (Illumina, San Diego, CA). All 50 samples were normalized and multiplexed into a single library. The compiled library was purified by a double-sided bead-based size-selection method using Agencourt AMPure XP beads (Beckman Coulter Genomics, Danvers, MA). A fragment size distribution of 200–500 base pairs for the library was confirmed by running a High Sensitivity dsDNA assay on a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA). A quality-controlled library was sequenced as 50-base single end reads on a HiSeq 4000 in rapid-output mode at the UCSF Center for Advanced Technology (San Francisco, CA). Sequence reads were aligned to the human genome (GRCh37) using STAR [75], and gene expression estimation was performed with RSEM [76]. Differential expression analysis was performed on counts data using DESeq2 [77], and candidate genes were false discovery rate corrected prior to determining lists of significantly altered genes. Data were visualized as transcripts per million (TPM). All data are available in the NCBI Gene Expression Omnibus under accession GSE81198.

To validate RNAseq results, original RNA isolates from each sample were used to generate cDNA by reverse transcriptase using the Omniscript RT kit (Qiagen). Amplification was performed on a StepOnePlus (Applied Biosystems, Foster City, CA) with PrimePCR SYBR Green Assays (Bio-Rad Laboratories, Hercules, CA) using the assay-specified cycling protocol. After normalization to housekeeping genes *B2M* and *ACTB*, the fold-change in expression of target genes (*TNFAIP3*, *NFKBIA*, *IL1R2*) was calculated relative to the uninfected subgroup and correlated against fold-change calculations of RNAseq data from matched participants.

### Measurements of plasma markers of inflammation

Concentrations of kynurenine and tryptophan in the plasma were measured by high-performance liquid chromatography–tandem mass spectrometry, as previously described [17].

### Whole biopsy qPCR

To measure transcript levels of cytokines in the gut, qPCR was conducted on whole rectosigmoid biopsy RNA, isolated as above. IFNγ mRNA expression was assessed using a Taqman Gene Expression Assay (Thermofisher Scientific). Expression was normalized to the housekeeping gene *ACTB* and fold-change calculated for each participant relative to the average of all uninfected controls.

### Mice

A20 flox mice were generated in the Ma lab as described previously [78]. Transgenic mice harboring a tamoxifen-inducible Cre recombinase under the control of the villin-promoter (villin-ER-Cre) were a kind gift from S. Robine (Institut Curie-CNRS, Paris, France) These two strains of mice were intercrossed to generate A20^FL/FL^ villin-ERCre^+^ mice, used for the establishment of organoids. All mice used in this study were housed and bred in a specific pathogen-free facility according to the IACUC guidelines of UCSF.

### Organoid culture establishment & maintenance

Murine small intestinal organoids were established as previously described [42], with modifications. Intestinal crypts were isolated from the small intestine and cultured as outlined, with substitution of 10% R-spondin1 conditioned medium for recombinant R-spondin1, and the addition of Normocin (100 mg/ml, Invivogen, San Diego, CA). R-spondin1-expressing 293T cells were a kind gift from Dr. Noah Shroyer (Baylor College of Medicine). Cultures were passaged every three to four days.

### Cytokine stimulation assays & gene target qPCR

Three to four days after last passage, 250 nM 4-hydroxytamoxifen (4OHT) was added to organoid cultures for 24 hours to allow A20 deletion. Mouse recombinant IL-17A, IFNγ (R&D Systems), or IFNα (PBL Assay Science, Piscataway, NJ) were added to cultures and incubated for 12 hours. Cells were harvested by adding PBS and pooling wells of the same condition into a single conical tube. Cultures were centrifuged, resuspended in Cell Recovery Solution (Corning), and incubated on a rotator at 4°C for 15 minutes. Cells were centrifuged, pellets were resuspended in Trizol and stored at -80°C, if for qPCR analysis, or snap frozen in a dry ice-ethanol bath and stored at -80°C, if for western blots. RNA was isolated using a phenol-chloroform extraction as above and cDNA generated by reverse transcriptase using the Omniscript RT kit (Qiagen). Transcripts of interest were probed for by qPCR using Taqman Gene Expression Assays (Thermofisher Scientific). All genes probed for are listed in S3 Table. Amplification reactions were performed on a StepOnePlus (Applied Biosystems). Cycle threshold (Ct) values were normalized to three housekeeping genes (*Rplp0*, *Gapdh*, *Actb*). The fold-change was calculated by normalizing to values for media alone, resulting in the control condition in each run to appear as 1.

### Immunoblotting

Cell lysates were made from snap frozen pellets of organoids using ice-cold 1% NP-40 (Calbiochem, San Diego, CA) containing 50mM Tris HCl pH 7.4, 150mM NaCl, and 10% glycerol and a protease inhibitor cocktail (cOmplete mini EDTA-free, Roche, Indianapolis, IN). Protein was quantified using a Pierce BCA Protein Assay Kit (Thermofisher Scientific) according to manufacturer’s instructions, with absorbance measured on a Spectramax M5 (Molecular Devices, Sunnyvale, CA) and analyzed using SoftmaxPro software (Molecular Devices). Lysates were combined with NuPAGE LDS Sample Buffer (Invitrogen, Carlsbad, CA) and NuPAGE Sample Reducing Agent (Invitrogen), and resolved on a NuPage precast Novex 4–12% Bis-Tris Protein Gel (Invitrogen) in volumes normalized to protein content alongside PageRuler Plus Prestained Ladder (Thermofisher Scientific). Protein was transferred onto a PVDF membrane. Nonspecific binding was blocked by incubation in 5% nonfat dry milk dissolved in Tris-Buffered Saline with Tween-20 (TBST) for one hour. Membrane was incubated in 5% Bovine Serum Albumin (BSA) TBST with 0.1% azide containing primary antibody at 4°C overnight on a shaker. Primary antibody for GAPDH was purchased from EMD Millipore (Billerica, MA), while all other primary antibodies used were purchased from Cell Signaling Technology (Danvers, MA). After washing with TBST, membrane was incubated with HRP-conjugated secondary polyclonal antibodies to mouse or rabbit IgGs (Cell Signaling Technology) in 5% milk TBST for one hour at room temperature. Signals were developed using SuperSignal West Pico, Dura, or Femto Chemiluminescent Substrate (Thermofisher Scientific). Blots were imaged on a ChemiDoc Touch Imaging System (Bio-Rad Laboratories). For reprobing, blots were stripped of existing antibodies by incubation in Restore Western Blot Stripping Buffer (Thermofisher Scientific) at 56°C with gentle rocking for 20–30 mins and incubated with primary and secondary antibodies as above. Band intensity was quantified using ImageLab Software (Bio-Rad Laboratories).

### Cytotoxicity assays in organoid cultures

Cultures were treated with 250 nM 4OHT for 24 hours prior to addition of cytokine. Organoids were stimulated with 10 ng/ml of IFNα (PBL Assay Sciences), IFNγ, or IL-17A (R&D Systems) for 24 hours and then stained with 1 μg/ml propidium iodide (PI) (Biolegend). Confocal imaging of intestinal organoids was performed on a Leica SP5 laser scanning confocal system (Leica Microsystems, Wetzlar, Germany) using a 10X dry objective. Images were acquired in a format of 512x512, with a line average of at least 3, scan speed of 400 Hz, and pinhole airy unit 1. Excitation for both PI and bright field was done with the 488nm laser line at 30% power with a detection band of 550-732nm. Image analysis was performed on the Leica Application Suite (Leica Microsystems). Cell death assays of intestinal organoids were performed by resuspending in Matrigel (Corning) and plating 25 μl per well in 96-well round bottom plates (Corning). After 24 hours, organoids were stimulated as indicated. Viability was measured using the CellTiter Glo 3D assay (Promega Corporation, Sunnyvale, CA) according to the manufacturer’s specifications. Luminescence was read on a SpectraMax M5 (Molecular Devices) and analyzed using SoftMax Pro (Molecular Devices).

### Treatment of HIV-infected individuals on ART with pegylated-IFNα2a

HIV-infected ART-treated participants of Clinical Trial NCT00594880 were enrolled based on pre-determined criteria, including viral load (<50 copies per ml as an indicator of effective suppression) and CD4 count (>450 cells per ul). Eligible individuals were treated with pegylated-IFNα2a (Roche), as published previously [54]. Cryopreserved PBMC samples taken from each participant at baseline and at five weeks post-initiation of IFNα administration were obtained for use in this study, providing paired samples from before and after cytokine treatment.

### Assessment of transcript levels in pegylated-IFNα2a-treated HIV-infected individuals

250 ng of RNA isolated from whole PBMCs were transcribed into cDNA using the SuperScript VILO cDNA Synthesis Kit (Invitrogen). Quantitative real-time PCR measuring *TNFAIP3* and *ISG15* using TaqMan real-time PCR was performed using the QuantStudio 6 Flex Real-Time PCR System (Applied Biosystems). Raw cycle threshold (Ct) numbers of amplified gene products were normalized to the housekeeping gene, *GAPDH*, to control for cDNA input amounts. Fold induction was determined using the comparative Ct method [79].

### Statistical analyses

For data obtained from clinical samples, Kruskal-Wallis tests were performed in Prism Version 6 (GraphPad, La Jolla, CA) (www.graphpad.com/scientific-software/prism/). A p-value of less than 0.05 (normal-based 95% Confidence Interval) was considered significant. Spearman correlations and associations were generated using R software (www.r-project.org) with general data analysis (https://cran.r-project.org/package=Hmisc) and statistical calculation (stats) packages. For data generated by murine organoid experiments, data were determined to be normally distributed and analyzed for significance by ANOVA in Stata (StataCrop LLC, College Station, Texas) (www.stata.com); post-hoc pairwise comparisons were made using t-tests with Scheffe adjustment for multiple comparisons. Analysis of qPCR measurements from PBMC samples taken from participants in the IFNα-treatment clinical trial was completed by paired t-test in Prism Version 6.

## Supporting information

S1 Fig Immunologic measurements of participants characterized by flow cytometry. (**A**) Percentages of gut CD4+ (blue) and CD8+ (teal) T cells in clinical subgroups. Black stars represent significance of differences in these subsets found in the clinical subgroups compared to uninfected controls. Red stars below error bars represent significance of differences of these subsets found in the ART-treated group compared to viremic untreated group. (**B**) Representative flow cytograms for each subgroup showing IL-17A and IL-22 producing gut CD4+ T cells after 5 hours of PMA/ionomycin stimulation. Quantification of (**C**) IL-17A and (**D**) IL-22 production in gut CD4+ T cells across all subjects. (**E**) Production of IL-17A by total gut lymphocytes, gated on live CD45+ events. (**F**) Immune activation, defined by CD38 and HLA-DR co-expression, on peripheral blood CD8+ T cells across subgroups. Statistical significance was determined by Kruskal-Wallis analysis. * P<0.05, **P<0.01, ***P<0.001, ****P<0.0001.
(EPS) Click here for additional data file.

S2 Fig Differentially expressed genes between uninfected individuals and HIV-infected subgroups. (**A**) Percentages of CD45-EpCAM+ across participant subgroups. (**B**) Spearman correlation of A20 and *EPCAM* gene expression of all patients (uninfected in blue, viremic untreated in orange, HIV+ART+ in maroon) as assessed RNAseq. Pairwise comparison of IEC gene expression between uninfected controls and (**C**) ART-treated subjects or (**F**) viremic untreated subjects by RNAseq as analyzed by DESeq2 workflow. Genes of interest are highlighted in bold. (**D**) Spearman correlation of expression of indicated genes measured by RNAseq or qPCR in all subjects. (**E**) A20 mRNA levels in uninfected and viremic individuals, as well as HIV+ART+ participants subdivided by exclusion (-) or inclusion (+) of either (i) efavirenz, (ii) tenofovir, or (iii) abacavir in the treatment regimen.
(EPS) Click here for additional data file.

S3 Fig Type I IFN signature in blood and gut of viremic subjects. (**A**) Ratio of kynurenine and tryptophan levels in plasma, assessed by liquid chromatography tandem mass spectrometry. (**B**) Expression of interferon stimulated genes *MX1* and *OAS2* in gut biopsies by RNAseq. Statistical significance was determined using a Kruskal-Wallis test. * P<0.05, **P<0.01.
(EPS) Click here for additional data file.

S4 Fig HIV viremia is characterized by high levels of peripheral and gut-associated IFNγ. (**A**) IFNγ production across clinical subgroups. IFNγ cytokine levels in CD8+ T cells as measured by flow cytometry after a five hour stimulation with PMA/ionomycin. Statistical significance is determined by a Kruskal-Wallis test. (**B**) Transcript levels of IFNγ in whole rectosigmoid biopsies as assessed by qPCR and normalized to *ACTB* levels. Statistical significance is determined by Kruskal-Wallis. * P<0.05, **P<0.01.
(EPS) Click here for additional data file.

S1 Table Statistical analyses of IFNγ-treated A20FL/FL villin-ERCre organoids. Analysis by ANOVA and post-hoc t-tests after adjustment for multiple comparison by Scheffe method of organoids treated with recombinant IFNγ. For each gene tested, p-value of the ANOVA test is listed above (orange). Gray indicates that the ANOVA yielded insignificance. p-values within the table represent significance after Scheffe adjustment for the indicated pairwise comparison.
(XLSX) Click here for additional data file.

S2 Table Statistical analyses of IL-17-treated A20FL/FL villin-ERCre organoids. Analysis by ANOVA and post-hoc t-tests after adjustment for multiple comparison by Scheffe method of organoids treated with recombinant IL-17. For each gene tested, p-value of the ANOVA test is listed above (orange). Gray indicates that the ANOVA yielded insignificance. p-values within the table represent significance after Scheffe adjustment for the indicated pairwise comparison.
(XLSX) Click here for additional data file.

S3 Table Table lists genes tested by qPCR in cytokine stimulation experiments in organoids. Magnitude of how A20 deletion affected IL-17 signaling was determined by calculating fold change of gene expression in the 4OHT- and cytokine co-treated conditions between Cre+ and Cre- organoids. Statistical significance of the difference between Cre+ and Cre- lines was determined by a t-test. Significant p-values are highlighted in green. For genes significantly altered by A20 deletion, upregulation is indicated in red.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

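RNA sequencing of 50 libraries was used: 34 of IECs released from rectosigmoid biopsies with EDTA (9 uninfected, 6 viremic untreated and 19 ART-treated participants) and 16 of whole biopsies (5 uninfected, 6 viremic untreated and 5 ART-treated participants). The paper's methods take the biopsies from a subset of the participants whose IECs were sequenced. The labels do not state which biopsy and IEC libraries share a participant and no pairing between tissues was tested, so tests between biopsies and IECs treat the libraries as separate participants and take no account of those shared. The paper's methods describe cDNA pre-amplified by template switching, tagmented libraries pooled for 50-base single-end reads, alignment with STAR and counting with RSEM. The notes deposited with the data name CASAVA 1.8.2, STAR 2.4.2a, RSEM 1.2.22 and GRCh38, while the paper's methods name GRCh37. The deposited tables give for each gene an RSEM expected count, which the authors made by sharing reads that map to several genes, so that it is not always whole (36.6% of the non-zero values are). They also give TPM, which the authors computed over all genes of a library, mitochondrial genes included. The tables also hold FPKM, which the authors' RSEM run scaled by gene length and library size before the values were deposited, and which was not used here.

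Each table held 56632 gene IDs. Of these, 53454 were given a symbol and a position through GENCODE v44lift37 on GRCh37, which is used for names and positions only. Genes of the Y chromosome, XIST and TSIX (473 IDs) were left out of every test and plot. The gene names SOD2, FCGBP, CCL5 and PECAM1 matched no ID and have no value. Library totals were 3789950 to 14614615 expected counts for IECs and 6046728 to 13838273 for biopsies.

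Expected counts were rounded and tested with edgeR 4.0.16 in R 4.3.3: filterByExpr by group, TMM, and the quasi-likelihood fit with legacy=FALSE and robust=TRUE, with IECs and biopsies in separate fits of 3 groups each. Tests were two-sided, with Benjamini-Hochberg adjustment and a threshold of 0.05. The comparisons were ART-treated against viremic, ART-treated against uninfected and viremic against uninfected participants. Gene lists, 33 in number and 14 of them cell type markers, were tested with camera in limma 3.58.1 with a preset inter-gene correlation of 0.01 and with an estimated one, and with fry. Fry asks whether a list's genes move, on balance, one way, and does not compare the list with other genes. The immune marker score is the mean log2 CPM of T cell, cytotoxic lymphocyte, B and plasma cell, and macrophage and monocyte markers. A list score is the mean log2 CPM of the list in a library, with a prior count of 2, compared by exact or 100000-resample permutation of the group labels. Intervals of 95% on list scores come from 10000 bootstrap resamples.

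Single genes were also compared by exact two-sided permutation tests of log2(TPM + 1) and of mean TPM, and across 3 groups by Kruskal-Wallis H with a permutation p. For 8 pairs of genes Spearman's rho and Pearson's r were computed on TPM with 100000 permutations, or exactly in groups under 10. They were computed again without the 2 libraries farthest from the median of the first gene, and set against the rho of all genes with a mean TPM of at least 1. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

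The edgeR test was tested on simulated data in which 200 genes were changed 2-fold or 4-fold. The test was liberal: for ART-treated against viremic participants in IECs 32% of its calls were false, against 1.41% of the calls when a trended dispersion was estimated before the fit. Numbers of called genes should be read with that share in mind, and the number under the trended dispersion is given in the closing section.

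Comparisons, tests, gene lists and alternatives were set before the data were examined. The alternatives were RLE scaling, no low-count filter, robust=FALSE, the number of genes detected or the immune marker score as a covariate, DESeq2 1.42.0 without and with a prior on fold changes, limma-trend on log2(TPM + 1), a block for replicates of equal number, only the 2 groups compared, and leaving out each library of the smaller groups. Alternatives chosen after seeing the data were the trended dispersion, leaving out mitochondrial genes, TPM over nuclear genes, and gene list tests without each library. Another was to leave out libraries whose mitochondrial share lay more than 3 median absolute deviations from the median of their tissue (1 of IECs and 2 of biopsies).

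Named genes follow a rule set with the alternatives. It takes every gene the paper names, up to 10 higher and 10 lower genes per comparison with the smallest adjusted p and a mean TPM of at least 5 in 1 group, list members that passed, and the most abundant members of lists where none passed. HLA, immunoglobulin and T cell receptor genes, and genes often deleted in the population, were left out of the second part of the rule, and mitochondrial pseudogenes were left out of it after their values were seen. Some list members that passed adjusted over the list alone are named too, a reading that the rule does not spell out. GCSAML, KLHL2, MTATP8P1, CXCR2P1 and the immunoglobulin genes are named outside the rule, after their values were seen. No batch was given in the labels or the paper, which describes all libraries as pooled, so no relation was computed within batches. Quantitative PCR, flow cytometry, organoid, plasma and blood cell measurements are not analysed here. Some single-gene results are not reported here.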

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

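Tests chosen only after the result was seen are those on TPM over nuclear genes for A20 with NFKBIA and for NFKBIA with CTNNB1 and TJP1, that of A20 with CLDN4 given the mitochondrial share, and the test of immunoglobulin genes without viremic replicate 1.

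Genes outside those the paper names passed the test in both tissues. In whole biopsies of viremic against uninfected participants they were 7: NKG7, GZMK and CST7 of cytotoxic granules, SLAMF6, a SLAM family receptor of T and NK cells, the T cell transcription factor EOMES, IFITM1, and the pseudogene CXCR2P1. In IECs of ART-treated against viremic participants they were 23, with 6 immunoglobulin genes and the mitochondrial pseudogene MTATP8P1 among them. Of 100 splits of the biopsy libraries, the real one included, 3 called at least 7 genes, with 9 the highest of the other splits against 7. That share is under 0.05, so chance would seldom give this count but is not excluded. With the trended dispersion, or with only the 2 groups compared, 0 genes were called. For IECs 15 of 100 splits called at least 23 genes, with 129 the highest of the others, so chance cannot be excluded. In 3 of these splits over 3 times the real number was called, which points to a structure of the samples that was not tested, and the edgeR test is itself liberal.

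The 4 relations of A20 and NFKBIA with each other and with CTNNB1, CLDN4 and TJP1 in ART-treated IECs may rest in part on the share of mitochondrial reads. As it rises, the TPM of nearly every nuclear gene falls, and genes then move together. For A20 with NFKBIA the tables argue against it as the whole cause, since rho stayed at 0.812 with TPM over nuclear genes. For A20 with CLDN4 the values are less clear. Given the share, rho was 0.631 (permutation p = 0.00508), over the bound of 0.46 by more than its spread. It was 0.504 with TPM over nuclear genes (permutation p = 0.0297) and 0.488 with TMM-normalized log2 CPM (permutation p = 0.0358). The latter 2 lie over the bound by less than their spread. For this pair only the value given the share argues against it as the whole cause. For NFKBIA with CTNNB1 and TJP1 the higher rho was 0.451 with TPM over nuclear genes (permutation p = 0.0534), above the median of 0.00175 over all genes, so the share as their whole cause stays open. Of the 4 relations, 2 kept a rho of 0.46 or more with TPM over nuclear genes, both of A20, so for the others, both of NFKBIA, the share as the whole cause cannot be told apart from a biological relation. With TPM over nuclear genes 5.02% of expressed genes had a rho to NFKBIA at least that of CTNNB1, so for that relation another library property, such as depth or amplification, cannot be told apart either. A20 and NFKBIA also lay mostly lower in replicates 11 to 19, and a property tied to the library number was tested for none of the 4 relations.

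The 6 immunoglobulin genes lower in IECs of ART-treated participants (IGHG1, IGHG3, IGHG4, IGHM, IGHV4-39 and IGKV1-27) are those of plasma cells, which EDTA isolation is meant to leave behind. Without viremic replicate 1, 0 of 6 were called in edgeR, so a candidate source is plasma cells carried into that library. Without it IGHG1 had a log2 fold change of -0.79 (adjusted p = 0.930, within 4.65e-51 to 0.977 over its alternatives). A rise of plasma cells in the mucosa of viremic participants stays open. In whole biopsies B and plasma cell markers lay higher in viremic than in uninfected participants by camera with a preset correlation (adjusted p = 0.00846). That call held in 8 of 11 fits that left out 1 library, and did not pass with an estimated correlation. Between ART-treated and viremic biopsies the list was not called.

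Interferon-stimulated genes were higher in viremic than in ART-treated participants by camera with a preset correlation in biopsies and in IECs (adjusted p = 0.0619 and adjusted p = 0.61 with an estimated correlation), while their difference in mean log2 CPM passed its permutation test in biopsies and not in IECs. Given the immune marker score, 114% of the biopsy difference was kept. That adjustment rests on the scatter within groups of 5 or 6 libraries. The score itself averaged 4.55 in viremic, 3.53 in uninfected and 3.54 in ART-treated biopsies. With score and group so tied, this value cannot decide whether more immune cells in the biopsies are the cause. Fewer reads from nuclear genes in IEC libraries may hide part of a rise there, which stays open. The bootstrap interval of the IEC difference runs from 0.08 to 0.87, past the biopsy difference of 0.81, with an exact permutation p of 0.125. That interval holds the scatter between libraries and does not vary the number of reads, so it cannot decide this. A weaker response of IECs than of the whole mucosa stays open, and the difference between compartments did not pass its own test, which takes no account of shared participants and so does not settle it.

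Single libraries far from the rest of their group, by Dixon's ratio of the gap to the range, were found in 6 of 65 groups tested, where about 1 in 20 is reached by chance. They were NFKBIA in biopsies of viremic (ratio 0.650), EPCAM in biopsies of uninfected (0.775), CLDN4 in IECs of viremic (0.655), OAS2 in IECs of uninfected (0.683) and of viremic (0.627) and MX1 in IECs of uninfected participants (0.583). No explanation was tested for these libraries.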

How the results depend on the processing

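Tests chosen after seeing the data were those with a trended dispersion, without mitochondrial genes, without libraries of outlying mitochondrial share, with TPM over nuclear genes, given the mitochondrial share, A20 with EPCAM in ART-treated libraries alone, and gene list tests without each library.

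The leading fold changes passed under none of their alternatives: A20 in each comparison of IECs, NFKBIA and IFNGR1 in ART-treated against viremic IECs, IL1R2 in ART-treated against uninfected IECs, and OAS2 and MX1 in viremic against uninfected biopsies. Of 144 values under alternatives set beforehand 140 kept their direction, as did 24 of 24 under those added. Ranges were 0.04 to 0.76 for A20 and 0.02 to 0.53 for NFKBIA in ART-treated against viremic IECs, 0.27 to 1.12 for A20 in ART-treated against uninfected IECs, 1.05 to 1.59 for OAS2 and 1.24 to 2.60 for MX1 in viremic against uninfected biopsies. IFNGR1 reversed to -0.0156 in limma-trend. A20 in viremic against uninfected IECs reversed to -0.32 with the immune marker score as a covariate and ranged from -0.14 without viremic replicate 1 to 0.38 without viremic replicate 2. Where a cause is not named, the cause was not tested. Among 67 fold changes of other genes 1050 of 1213 values kept direction and side of the threshold, 137 lost a call, 17 gained one and 9 reversed, and 174 of 200 were unchanged under added alternatives. CD74 in ART-treated against viremic IECs ranged from -1.16 to 0.0460, the latter without viremic replicate 1. In viremic against uninfected IECs limma-trend reversed MX1 to 0.839 and ISG15 to 0.925, and MX1 ranged from -0.264 to 0.0299 without each library, the latter without viremic replicate 1. IDO1 in viremic against uninfected biopsies was -0.62 with the immune marker score as a covariate.

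The number of genes called depended on the setting. For ART-treated against viremic IECs (23) it was 509 without a low-count filter, 5 with the immune marker score, 3 in DESeq2, 2 with its fold change prior, 0 in limma-trend (1346 unadjusted in edgeR), 15 with only the 2 groups and 1 with the trended dispersion, and 4 to 38 without each library. For ART-treated against uninfected IECs (0 in edgeR, 1133 unadjusted, 0 in DESeq2 and in limma-trend) it was 258 without the filter, 1 with only the 2 groups, 1 without mitochondrial genes and 1 without outlying libraries, and 0 to 7 without each library. For viremic against uninfected IECs (1) it was 471 without the filter, 2 with either covariate, 4 without mitochondrial genes, 2 without outlying libraries, 0 in DESeq2 with or without its prior, in limma-trend and with only the 2 groups, and 1 to 11 without each library. For viremic against uninfected biopsies (7) it was 1 with the immune marker score, 0 with the trended dispersion, without outlying libraries and with only the 2 groups, 26 in DESeq2, 25 with its prior, 4 in limma-trend, and 0 (without uninfected replicate 1, 2 or 5) to 9 without each library, with 2 without viremic replicate 3 or uninfected replicate 4, 3 without viremic replicate 6 and 4 without uninfected replicate 3. For ART-treated against viremic biopsies (3) it was 12 without the filter, 51 in DESeq2, 36 with its prior, 1 with only the 2 groups, and 0 in limma-trend, with the trended dispersion and without outlying libraries (1368 unadjusted in edgeR). Without each library it was 0 (ART-treated replicate 2, viremic replicate 1, 3 or 5) to 5 (viremic replicate 4), with 1 without ART-treated replicate 1, 3 or 5. For ART-treated against uninfected biopsies (0 in edgeR, 1557 unadjusted, 0 in limma-trend) it was 3 with the immune marker score, 17 in DESeq2 and 13 with its prior.

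Of correlations, 36 of 48 values under alternatives set beforehand kept direction and side. In viremic libraries, 6 in number, rho was 0.257 for A20 with NFKBIA, 0.429 for NFKBIA with CTNNB1, 0.0286 for A20 with CLDN4 and for NFKBIA with TJP1, -0.257 for A20 with TJP1, 0.0857 for NFKBIA with CLDN4 and -0.943 for A20 with EPCAM. In uninfected libraries it was -0.533 for NFKBIA with CTNNB1, 0.65 for A20 with CLDN4 and -0.333 for A20 with CTNNB1. These groups are smaller, which lowers what a test can show. With TMM-normalized log2 CPM rho was 0.405 for NFKBIA with CTNNB1 and 0.0509 for NFKBIA with TJP1, with TPM over nuclear genes 0.451 and 0.256, and given the mitochondrial share 0.403 and 0.418. A20 with EPCAM had 0.498 in ART-treated libraries. For MX1, H was 6.05 with TMM-normalized log2 CPM and ranged from 3.38 (3.375) to 7.98 without each library, the highest without viremic replicate 6. OAS2 across the 3 biopsy groups passed in all of its 17 alternatives, and the difference of the interferon score between biopsies and IECs passed in none of 13.

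Gene list calls with the estimated correlation numbered 1 for ART-treated against viremic IECs and biopsies and 0 for the other 4 comparisons, and fry called 0, 0, 0, 2, 4 and 1 lists, with comparisons in the order used for genes. For viremic against uninfected IECs (4) 2 were called with the immune marker score and 1 (without viremic replicate 1) to 7 (replicate 5) without each library, with 2 without replicate 3 or 6. ART-treated against uninfected IECs ranged from 0 to 5 lists (5 without uninfected replicate 1, 1 without replicate 2, 4, 5 or 6). Viremic against uninfected biopsies (12) ranged from 6 (without viremic replicate 3) to 15, with 7 without viremic replicate 6, and ART-treated against uninfected biopsies (13) from 8 (without uninfected replicate 1) to 14. Given the immune marker score, 1 of the 12 lists called in viremic against uninfected biopsies kept its call and direction. There 6 lists reversed: adherens junction genes (adjusted p = 0.421), B and plasma cell (0.155), T cell (0.976) and epithelial cell markers (0.00127), differentiated colonocyte genes (4.27e-10) and tight junction genes (0.155). In ART-treated against viremic biopsies 6 of the 11 lists called kept call and direction, and T cell markers reversed (0.824). This covariate holds T and B cell markers itself, so their reversal follows from its construction. Immediate early genes in ART-treated against viremic biopsies ranged from 0.000954 to 0.942 without each library, reversed without ART-treated replicate 4.

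With a block for replicates of equal number, genes called were 0 for ART-treated against viremic and for viremic against uninfected IECs, IFNGR1 was -0.26, HSPA5 -0.17 and HERPUD1 -0.00709 in ART-treated against viremic IECs, and MX1 0.425 and ISG15 0.393 in viremic against uninfected IECs. Replicates of equal number were not more alike than others (median correlation of residuals -0.0329 to 0.0371 over the comparisons), so within a tissue the numbers do not pair the samples. That check cannot exclude an order or batch tied to the numbers, which A20 followed in ART-treated libraries. With the block A20 had a log2 fold change of 0.76 in ART-treated against viremic IECs. Whether the block takes out such an order was not tested. Few small changes can be called: genes changed 2-fold were recovered in 5.05% to 27.6% of cases in simulated counts.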

Differences from the paper's values

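Differences in A20 and its neighbours in Fig 1A were found for 3 fold changes in IECs of ART-treated against viremic participants. The paper's log2 fold change of TNFAIP3 is about 1.3 in Fig 1A, read by eye, and here it was 0.32. The paper's value for NFKBIA is about 0.95 in Fig 1A, read by eye, and here it was 0.35. The paper's value for IFNGR1 is about -0.7 in Fig 1A, read by eye, and here it was 0.17. For each of these genes all 16 alternatives set before the data were examined still differ from the paper's value by more than their SE or in sign, DESeq2 included. For TNFAIP3 several lie within a pair of SEs of it, such as 0.69 (SE 0.36) with the immune marker score as a covariate and 0.65 (SE 0.49) without viremic replicate 1. For NFKBIA 3 do, 0.45 (SE 0.26) without viremic replicate 1, 0.49 (SE 0.26) without replicate 2 and 0.53 (SE 0.30) with a block for replicates of equal number, and for IFNGR1 1 does, -0.26 (SE 0.24) with that block.

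Of the 16 genes labelled in Fig 1A that were matched, 15 lay on the paper's side and 1, IFNGR1, on the other. The paper picked these labels from the same libraries, so the tally is not an independent check. The legend of Fig 1A marks genes past a fold change and an adjusted p, and here 0 of the 16 passed in edgeR, with adjusted p-values of 0.482 to 0.953. Without a low-count filter HBB passed (adjusted p = 0.00287, within 0.00287 to 1 over its alternatives), and no other alternative called a labelled gene.

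The paper states that TNFAIP3 and NFKBIA are upregulated in ART-treated against viremic IECs. Directions here were the same, and adjusted p-values were 0.924 and 0.766, with none under 0.05 in any alternative run. The paper states that IFNGR1 is higher in viremic participants, and here limma-trend (-0.02) gave that direction without passing. The paper states that A20 is higher and IL1R2 lower in ART-treated than in uninfected participants. Directions here were the same, with log2 fold changes of 0.51 (adjusted p = 0.936) and -0.23 (adjusted p = 0.965), and no alternative run called either gene.

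The coefficients printed in Fig 1B to 1E match the Spearman's rho computed here, 0.828, 0.696, 0.686 and 0.553. In whole biopsies OAS2 passed the test across 3 groups and MX1 did not, the difference between both genes that the paper states.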

Other observations

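Whole biopsies of viremic participants carried more transcripts of cytotoxic lymphocytes and T cells than those of uninfected participants, and ART-treated participants had lower levels, by camera with a preset correlation. With an estimated correlation cytotoxic lymphocyte markers had adjusted p = 0.0684 against uninfected and adjusted p = 0.086 against ART-treated participants, and T cell markers adjusted p = 0.257 and adjusted p = 0.206. NKG7 and GZMK belong to cytotoxic granules, CD8A is the co-receptor of killer T cells, PTPRC the leukocyte antigen CD45, and EOMES drives the effector programme of these cells. Macrophage markers such as the complement chain C1QA, and genes of cell division, were lower in ART-treated than in viremic participants by camera with a preset correlation (adjusted p = 0.086 and adjusted p = 0.174 with an estimated correlation). The 9 genes of interferon receptors and their JAK kinases, among them IFNAR2, a chain of the type I interferon receptor, were lower in ART-treated participants than in both other groups (adjusted p = 0.042 against viremic and adjusted p = 0.0506 against uninfected participants with an estimated correlation).

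Cytotoxic lymphocyte markers were higher in viremic than in uninfected biopsies (camera, adjusted p = 6.27e-09, adjusted p = 0.0684 with an estimated correlation), with 10 of 11 genes positive, 3 passing in edgeR over all genes and 4 adjusted over the list alone. T cell markers had a median log2 fold change of 1.14 (camera, adjusted p = 5.05e-07, adjusted p = 0.257 with an estimated correlation), with 7 passing adjusted over the list alone, among them CD8A (2.44, SE 0.68) and PTPRC (1.39, SE 0.33). Both lists passed without each library in turn. NKG7 had a mean of 96.5 TPM (SD 60.4) in viremic and 11.5 TPM (SD 6.90) in uninfected participants (log2 fold change 3.07, SE 0.45, adjusted p = 0.0110). Its adjusted p was 0.0823 without uninfected replicate 1, 0.0587 without replicate 2, 0.0513 without replicate 4 and 0.0566 without replicate 5. SLAMF6 (4.12, SE 0.64, adjusted p = 0.0110) was lost without uninfected replicate 1 (0.0823), 2 (0.0623) or 5 (0.0566). GZMK (4.37), EOMES (3.58) and CST7 (3.75), with adjusted p-values of 0.0226, 0.0255 and 0.0390, were each lost without viremic replicate 3 or 6 or without any 1 of the uninfected libraries, with adjusted p-values of 0.0507 to 0.161. None of NKG7, SLAMF6, GZMK, EOMES and CST7 passed with the immune marker score as a covariate or with only the 2 groups compared. The score averages cytotoxic lymphocyte and T cell markers, the 3 cytotoxic markers that passed included. Their loss with it follows in part from its construction. In ART-treated against viremic biopsies NKG7 (-2.74, adjusted p = 0.0301) and EOMES (-4.36, adjusted p = 0.0226) were lower and the dioxin-induced cytochrome CYP1B1 (6.80, adjusted p = 0.0226) higher. Each of these calls was lost without at least 7 of the 11 libraries: adjusted p-values reached 0.198 for NKG7 and EOMES without ART-treated replicate 1, and 0.183 for CYP1B1 without ART-treated replicate 2, where its log2 fold change was 3.39. For ART-treated against uninfected biopsies edgeR called 0 genes, with 1557 at an unadjusted p under 0.05, 17 in DESeq2 and 0 in limma-trend.

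In the mean log2 CPM of the 10 cytotoxic markers tested in both tissues the difference of viremic against uninfected participants was 1.59 in biopsies (exact permutation p = 0.013) and 0.44 in IECs (exact permutation p = 0.45). The difference between compartments, with libraries taken as separate participants, had a permutation p of 0.193. For T cell markers it was 1.14 (exact permutation p = 0.0173) and 0.53 (exact permutation p = 0.326), with p = 0.418 for the difference by permutation. IFNG itself had means of 2.65 TPM in viremic, 0.852 TPM in uninfected and 1.19 TPM in ART-treated biopsies (exact permutation p = 0.229 for viremic against uninfected mean TPM), and IFNγ-induced genes lay higher in viremic participants (median 0.62; camera, adjusted p = 3.1e-10, adjusted p = 0.257 with an estimated correlation). Of these CD74 had 0.95 and IDO1 2.48 (-0.62 with the immune marker score as a covariate), and 5 passed adjusted over the list alone. In ART-treated against viremic biopsies 27 of 28 were negative (median -0.91; camera, adjusted p = 2.43e-12, adjusted p = 0.0991 with an estimated correlation), CD74 at -1.03.

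ART-treated against viremic biopsies also had lower macrophage and monocyte markers (13 of 13 negative, median -0.73; camera, adjusted p = 2.36e-08, adjusted p = 0.086 with an estimated correlation), with C1QA at -1.18 (SE 0.25) and CD68 at -1.04. Proliferation genes were negative in 25 of 26 (median -0.51; camera, adjusted p = 8.84e-06, adjusted p = 0.174 with an estimated correlation). Interferon receptor and JAK genes were negative in 9 of 9 (median -0.32; camera, adjusted p = 0.000389, adjusted p = 0.042 with an estimated correlation), with IFNAR2 at -1.93 (SE 0.57). Against uninfected biopsies they were negative in 9 of 9 (median -0.49; camera, adjusted p = 0.00202, adjusted p = 0.0506 with an estimated correlation), with IFNGR1 at -0.68 (SE 0.26, adjusted p = 0.475). Lists of macrophage, proliferation and receptor genes held in ART-treated against viremic biopsies without each library in turn. Cytotoxic (median -1.05, adjusted p = 4.39e-07, adjusted p = 0.086 with an estimated correlation), T cell (adjusted p = 3.58e-06, adjusted p = 0.206 with an estimated correlation) and smooth muscle markers (median -0.70, adjusted p = 0.00132, adjusted p = 0.347 with an estimated correlation) held likewise. Mast cell markers (adjusted p = 0.00545, adjusted p = 0.461 with an estimated correlation) had 0.108 without ART-treated replicate 1. Oxidative phosphorylation genes (adjusted p = 0.0109, adjusted p = 0.921 with an estimated correlation) were lost without ART-treated replicate 3 (0.348) or 4 (0.133) and viremic replicate 1 (0.294), 2 (0.0769) or 5 (0.496). Immediate early genes, which cells switch on within minutes of handling or stimulation, were higher (adjusted p = 0.0195, adjusted p = 0.8 with an estimated correlation), and were lost without ART-treated replicate 4 (0.942, with the direction reversed) and viremic replicate 2 (0.0717), 3 (0.171) or 4 (0.329).

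Viremic against uninfected biopsies had lower heat shock genes (12 of 12 negative; camera, adjusted p = 0.000468, adjusted p = 0.298 with an estimated correlation) and higher macrophage markers (adjusted p = 0.000728, adjusted p = 0.298 with an estimated correlation), and both held without each library. Enteroendocrine markers were lower (adjusted p = 0.000876, adjusted p = 0.298 with an estimated correlation), with 0.0696 without viremic replicate 3. Tight junction genes were lower (adjusted p = 0.00135, adjusted p = 0.363 with an estimated correlation), with 0.113 without viremic replicate 3 and 0.0501 without replicate 6. Epithelial cell markers (adjusted p = 0.00406, adjusted p = 0.702 with an estimated correlation) and adherens junction genes (adjusted p = 0.0112, adjusted p = 0.324 with an estimated correlation), with CTNNB1 at -0.56, were lower and B and plasma cell markers (adjusted p = 0.00846, adjusted p = 0.487 with an estimated correlation) higher, and all 3 were lost without uninfected replicate 1 (0.0747, 0.110 and 0.0600), viremic replicate 3 (0.186, 0.113 and 0.113) or viremic replicate 6 (0.152, 0.107 and 0.0973). Differentiated colonocyte genes (adjusted p = 0.0486, adjusted p = 0.828 with an estimated correlation) were lost without uninfected replicate 1 (0.541), 2 (0.193), 4 (0.230) or 5 (0.0899) and viremic replicate 3 (0.732) or 6 (0.557). A lower share of epithelial cells beside leukocytes is a candidate explanation for these epithelial lists. Given the immune marker score, differentiated colonocyte genes (adjusted p = 4.27e-10, within 4.27e-10 to 0.828 over its alternatives) and epithelial cell markers (0.00127, within 4.52e-05 to 0.702) turned higher. Tight junction genes (0.155, within 8.33e-05 to 0.363) and adherens junction genes (0.421, within 0.00108 to 0.421) reversed without passing.

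ART-treated against uninfected biopsies had 13 lists called, 12 of them lower, with adjusted p-values of 0.00202 to 0.0404, and 0.0506 to 0.713 with an estimated correlation. Epithelial cell markers were negative in 17 of 17 (0.00202) and heat shock genes in 11 of 12 (0.00635), with adjusted p = 0.536 for both with an estimated correlation, and both held without each library. Immediate early genes were higher, among them the transcription factors EGR1 (3.10, SE 0.78) and FOSB (4.78, SE 1.07), with an adjusted p of 0.00509 (adjusted p = 0.536 with an estimated correlation), and 0.262 without ART-treated replicate 4. IL1R2 had a log2 fold change of -1.12 (SE 0.32, adjusted p = 0.373). Oxidative phosphorylation genes (0.0062) had 0.0816 without ART-treated replicate 3, and adherens junction genes (0.00985) 0.0680 without uninfected replicate 1, with adjusted p = 0.713 and adjusted p = 0.536 with an estimated correlation. Enteroendocrine markers (0.0203, adjusted p = 0.536 with an estimated correlation) had 0.0765 without ART-treated replicate 5 and 0.0797 without uninfected replicate 3. Proliferation, differentiated colonocyte, tight junction, smooth muscle, macrophage and goblet cell lists were lost without 3 to 5 libraries each, ART-treated replicates 1, 2, 3 and 5 and uninfected replicates 1 to 5 among them, with adjusted p-values of 0.0506 to 0.966, and their adjusted p was 0.536 to 0.713 with an estimated correlation.

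Lists not called had adjusted p-values of 0.0745 to 0.847 in viremic against uninfected, 0.0651 to 0.865 in ART-treated against viremic and 0.0661 to 0.698 in ART-treated against uninfected biopsies. The median, the mean and the test differed in sign for some of them. In IECs these were cell death, crypt base and stem cell, IL-17 and IL-22 response, proliferation, p53 target, NFκB and immediate early genes, macrophage, squamous and smooth muscle markers, and in ART-treated against uninfected participants heat shock, IFNγ-induced and type I interferon-stimulated genes. In biopsies they were antimicrobial, integrated stress response, interferon receptor, mucin, oxidative phosphorylation, crypt base and stem cell, heat shock, IL-17 and IL-22 response, NFκB, tight junction and cell death genes, and red blood cell and stromal markers, each in 1 or 2 comparisons.

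For the other comparisons random splits of the libraries were also drawn. For viremic against uninfected IECs chance cannot be excluded for the 1 gene called, since 75 of 100 splits called as many and the highest of the others was 84. For ART-treated against viremic biopsies chance cannot be excluded for the 3 genes, with 6 of 100 splits and 25 the highest. For ART-treated against uninfected participants, with 0 genes called in edgeR in IECs and in biopsies, all 100 splits called as many, and the highest were 13 and 3.

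Cells other than epithelium were read from markers. With TPM over nuclear genes, which leaves out the larger mitochondrial share of IEC libraries, epithelial markers summed to a mean of 15940 TPM in IECs and 18630 TPM in biopsies. B and plasma cell markers summed to 2062 TPM in IECs and 44220 TPM in biopsies, macrophage and monocyte markers to 180 and 814 TPM, stromal markers to 642 and 881 TPM and smooth muscle markers to 67.0 and 469 TPM. Cytotoxic lymphocyte markers summed to 200 TPM in IECs and 203 TPM in biopsies, and T cell markers to 295 TPM in biopsies. The immune marker score was 4.55 in viremic, 3.53 in uninfected and 3.54 in ART-treated biopsies, and 1.22, 0.84 and 0.86 in IECs.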
